# Transcriptome profiling in conifers and the PiceaGenExpress database show patterns of diversification within gene families and interspecific conservation in vascular gene expression

**DOI:** 10.1186/1471-2164-13-434

**Published:** 2012-08-29

**Authors:** Elie Raherison, Philippe Rigault, Sébastien Caron, Pier-Luc Poulin, Brian Boyle, Jukka-Pekka Verta, Isabelle Giguère, Claude Bomal, Jörg Bohlmann, John MacKay

## Abstract

**Background:**

Conifers have very large genomes (13 to 30 Gigabases) that are mostly uncharacterized although extensive cDNA resources have recently become available. This report presents a global overview of transcriptome variation in a conifer tree and documents conservation and diversity of gene expression patterns among major vegetative tissues.

**Results:**

An oligonucleotide microarray was developed from Picea glauca and P. sitchensis cDNA datasets. It represents 23,853 unique genes and was shown to be suitable for transcriptome profiling in several species. A comparison of secondary xylem and phelloderm tissues showed that preferential expression in these vascular tissues was highly conserved among Picea spp. RNA-Sequencing strongly confirmed tissue preferential expression and provided a robust validation of the microarray design. A small database of transcription profiles called PiceaGenExpress was developed from over 150 hybridizations spanning eight major tissue types. In total, transcripts were detected for 92% of the genes on the microarray, in at least one tissue. Non-annotated genes were predominantly expressed at low levels in fewer tissues than genes of known or predicted function. Diversity of expression within gene families may be rapidly assessed from PiceaGenExpress. In conifer trees, dehydrins and late embryogenesis abundant (LEA) osmotic regulation proteins occur in large gene families compared to angiosperms. Strong contrasts and low diversity was observed in the dehydrin family, while diverse patterns suggested a greater degree of diversification among LEAs.

**Conclusion:**

Together, the oligonucleotide microarray and the PiceaGenExpress database represent the first resource of this kind for gymnosperm plants. The spruce transcriptome analysis reported here is expected to accelerate genetic studies in the large and important group comprised of conifer trees.

## Background

Microarray (MA) transcript profiling and RNA sequencing (RNA-Seq) represent powerful approaches to rapidly gain functional information on a genome-wide scale. Information on RNA transcript abundance is a key to assessing the biological role of gene products and cannot be directly deduced from a gene’s sequence. This has lead researchers to develop databases of RNA abundance profiles, first and foremost for model organisms. For example, the AtGenExpress database was created for the model-plant Arabidopsis from a host of tissue preferential and stress response expression profiles [1]. Databases such as AtGenExpress are particularly useful for the identification of groups of co-expressed genes. Other plant oriented databases include the poplar PopGenIE made up of tissue, developmental and stress response profiles [2]. Reflecting the value of gene expression data, public organizations and institutes also maintain generic databases like the Gene Expression Omnibus or GEO (NCBI) and ArrayExpress (EBI), among others, which host datasets from a wide array of organisms.

Recent transcriptome-wide analyses underscore the importance of gene expression in the genetic architecture of complex traits. Studies in fruit flies, mice, humans and maize show that a proportion of the genetic variants underlying complex phenotypes exert their effects through gene expression [3,4]; so, discovering the genetic basis for the variation in transcript abundance is central to understanding phenotypic variation [5]. Gene expression studies also provide insights into the molecular impacts of natural selection. For example, expression profiling showed the differential action of selection pressure on different tissues and organs in humans [6]. A comparative analysis of mouse and human showed a high level of conservation in the expression of orthologous genes, showing the stability of house-keeping genes and the variability of tissue specific genes [7].

Transcriptome profiling is facilitated by the availability of a reference genome but many studies have also been based on large-scale cDNA sequence datasets. In plants, many angiosperm genomes have been sequenced, including the model plant Arabidopsis thaliana [8], rice [9], poplar [10] and grapevine [11]; however, reference genomes are still lacking for plant phyla belonging to the gymnosperms. The best studied gymnosperms are conifers, which as a group have extremely large genomes (ranging from 13 to 30 Gb). In conifers including pines (Pinus spp.), spruces (Picea spp.), Douglas-fir (Pseudotsuga menziesii) and Japanese cedar (Cryptomeria japonica) over 1 million expressed sequence tags (ESTs) have been obtained from dideoxy sequencing and assembled to infer putative unigenes or transcript sets (reviewed in [12]). Large collections of cDNAs are available for white spruce (Picea glauca) [13] and Sitka spruce (P. sitchensis) [14]. From 30% to 40% of conifer sequences cannot be annotated because they lack sequence similarity to known genes [13-16].

This report describes a large-scale oligonucleotide microarray developed from the extensive cDNA datasets available for spruce trees (P. glauca, P. sitchensis) to achieve broad transcriptome coverage. Previously, microarrays were developed from PCR amplicons (cDNA microarrays) primarily in pines and spruces (reviewed in [12]). Many of the cDNA microarrays have ranged from a few hundred to several thousand cDNAs, and a few of them have included over 20,000 spots, i.e. in Picea sitchensis [17] and Pinus taeda [18]. They have essentially been used in comparative experiments (using two-dye designs) to investigate transcriptome remodeling during tissue differentiation, development, or in response to environmental cues [12], but a general characterization of conifer transcriptomes has been lacking.

A major goal of the present study was to assemble transcript profiles from spruce trees (Picea spp.) into a database called PiceaGenExpress, aiming to characterize the basic features of a conifer transcriptome such as the number of transcribed genes in a variety of tissues. The reference profiles in PiceaGenExpress enabled exploratory analyses of the diversity of expression patterns within and among gene families and the expression of retrotransposons. In addition, conservation of gene expression in secondary vascular tissue was studied based on interspecific comparisons of tissue preferential expression. The accuracy of microarray profiles and design was directly evaluated by RNA-Seq analysis of the same samples as those used for one of the microarray experiments included in PiceaGenExpress.

## Results and Discussion

### Development of an oligonucleotide microarray for spruces (Picea spp.)

A large-scale custom microarray containing 31,604 oligonucleotide probes was designed for broad representation of the spruce (Picea spp) transcriptome. The 70 nucleotide probes were based on unique cDNA sequences from white spruce (P. glauca) [13] and Sitka spruces (P. sitchensis) [14] (Table 1). Both of these conifers have extensive ESTs and FL-cDNA sequence databases developed from dideoxy sequencing (Sanger method); 454 ESTs (GS-FLX) were also available for P. glauca. The probe design parameters and microarray manufacturing methods were experimentally determined through hybridization experiments with a microarray of 3,900 oligonucleotide probes specifically designed for optimization tests (for details see Additional file 1, Additional file 2: Figure S1 and Additional file 3: Figure S2).

**Table 1:** Development a large-scale oligonucleotide array for spruces (*Picea spp*): sequence information used to design oligonucleotide probes from *Picea glauca *and *P. sitchensis *sequences

**Category**	**Number of probes**	**%**	**Probe designed**^**1**^	**Confirmation of *P. glauca (Pgl) *cDNA clone or other**
1	11,214	35%	Pgl	Confirmed in Pgl and Psi cDNAs
2	12,251	39%	Pgl	Confirmed by Pgl 454 seqs or Psi cDNAs
3	4,840	15%	Psi	Confirmed by Pgl 454 seq
4	1,629	5%	Pgl	Unconfirmed but Pgl clones ≥ 2
5	1,670	5%	Psi	Psi full-length cDNA only (not found *Pgl*)
All	31,604			

^1^Each probe was designed based on the sequence of *P. glauca* (Pgl) or *P. Sitchensis* (Psi).

The high level of sequence identity in the Picea datasets enabled the design of a single probe matching both P. glauca and P. sitchensis sequences, for most genes; however, the datasets did not overlap entirely so that some probes were unique to one of the species and could not be verified in the other. A level of 95.7% of sequence identity or higher (3 mismatches or less) was obtained for nearly all of the probes relative to P. glauca sequences, and for 59% of the probes relative to P. sitchensis (Table 2). Preliminary experiments indicated that 3 mismatches had a small impact on the hybridization signal intensity and the ability to detect differential expression (See Additional file 1, Additional file 2: Figure S1 and Additional file 3: Figure S2). Analyses presented in this report are based on the set of 25,045 probes designed from P. glauca sequences, which match 23,853 unique cDNAs in the P. glauca gene catalogue of Rigault et al. [13].

**Table 2:** Analysis of probes: sequence similarity of probes aligned to *Picea glauca *and *P. sitchensis *sequences

***P. glauca***	***P. sitchensis***	**Number of probes**	**%**
67-70 (>95.7%)	67-70 (>95.7%)	17,279	54%
67-70 (>95.7%)	NA	11,999	38%
67-70 (>95.7%)	63-66 (>90%;<95%)	923	3%
63-66 (>90%;<95%)	67-70 (>95.7%)	529	2%
NA	67-70 (>95%)	869	3%

The potential for utilizing this oligonucleotide microarray in other species and genera of the Pinaceae family was evaluated by using comparative RNA hybridizations with four different spruces (Picea spp), two pines (Pinus spp.) and a larch (Larix laricina) (Figure 1 and Additional file 4: Figure S3). 

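Single labelled RNA samples were hybridized to the microarray, 1 sample per slide, for xylem and phelloderm of 7 species. Slide batch KB001 held 8 slides per tissue of P. glauca, P. mariana and P. abies, and 4 slides per tissue of Pinus strobus, Pinus resinosa and Larix laricina. Slide batch JB001 held 20 slides per tissue of P. glauca and 15 of P. sitchensis. The batches were read with different scanners and image programs, so each species was compared with the P. glauca slides of its own batch. The deposited scanner files give the intensity of each spot and of its local background. As in the paper's methods, flagged spots took the mean of the other slides of the sample type, the background was subtracted, and the values were log2-transformed and quantile normalized over the slides of each comparison. Subtracted values of 0 or less were set to a small positive value of the slide before the logarithm. A probe was positive when its signal was above the mean of the buffer spots of its row of sub-grids on at least 50% of the slides. All 32144 probes entered, because the tables used here do not pair probe identifiers with P. glauca genes. The median share of flagged probes was 26.4% to 54.9% in the tissues of the pines and larch, 5.04% to 25.6% in those of the spruces of the same batch, and at most 0.177% in batch JB001. The median probe was 1.29 to 1.44 times as bright as the buffer spots in the pines and larch, and 2.66 to 4.09 times as bright in the spruces of batch KB001, before subtraction. On batch JB001 it was 1.23 to 1.42 times as bright. The paper describes pooled samples of trees, fewer per tissue than the slides of each spruce here, and which slides share a pool is not given in the sources used here. Slides served as replicates, so p-values measure the spread between slides and may rest in part on repeats of one sample.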

The hybridization outcomes were highly similar among the spruces (Figure 1A-1C). 

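Xylem signals of the other spruces followed those of P. glauca closely. For P. mariana, the mean signals had an r² of 0.889 with those of P. glauca across 31783 shared positive probes. The r² was 0.887 across 31794 probes for P. abies and 0.919 across 27608 probes for P. sitchensis. Single slides set against the P. glauca mean gave an r² of 0.772 ± 0.119 (SD, n = 8 slides) in P. mariana, 0.786 ± 0.0645 (SD, n = 8) in P. abies and 0.872 ± 0.0276 (SD, n = 15) in P. sitchensis. These correlations run across probes, which are not independent replicates. In P. mariana, 1 xylem slide (replicate 8) lay apart at 0.495, and the other slides ranged from 0.754 to 0.852.

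**Figure D1:**
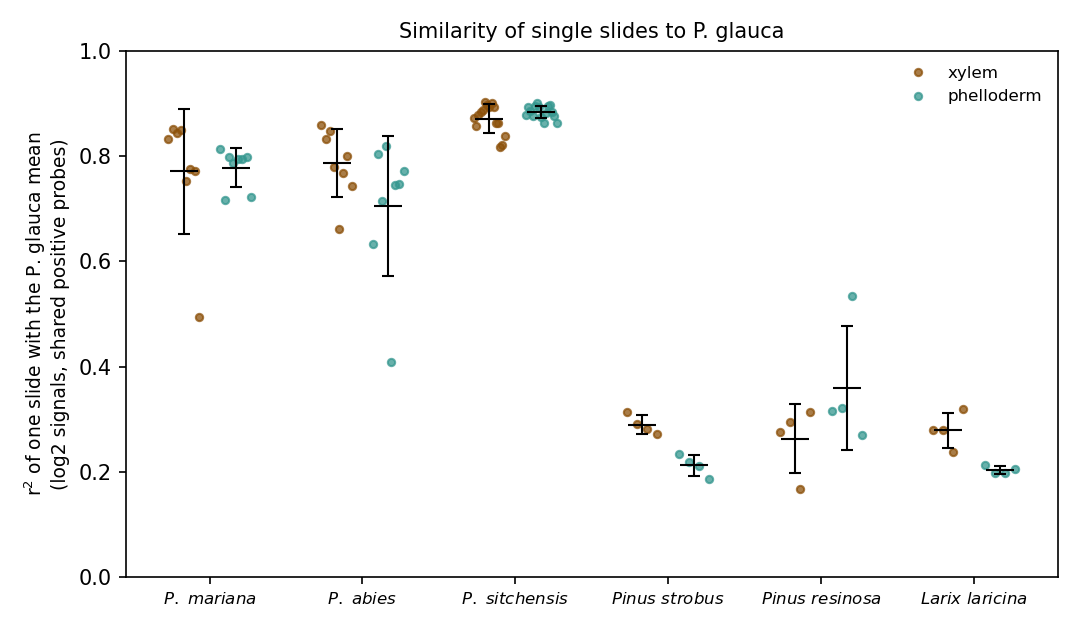
Squared correlation (r², vertical axis, no unit) of the log2 signals of single slides with the P. glauca mean of the same batch and tissue, over shared positive probes, for 6 species. Points are slides, brown for xylem and green for phelloderm, and bars give the mean and SD. Spruce slides lie between 0.408 and 0.902 and slides of the pines and larch between 0.167 and 0.533.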

A large majority of the probe signal intensities varied less than 2-fold among the spruces (Figure 1G). 

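In xylem, 96.1% of the shared positive probes of P. sitchensis had a mean signal within 2-fold of that in P. glauca. The share was 82.8% for P. mariana and 81.0% for P. abies. Probes outside that range were divided about evenly, with 9.01% at least 2-fold below P. glauca and 8.15% at least 2-fold above it in P. mariana. In P. abies, 10.4% were below and 8.61% above, and in P. sitchensis 2.04% were below and 1.89% above. The share within 2-fold varied between single slides with an SD of 9.18 percentage points in P. mariana, 5.84 in P. abies and 2.24 in P. sitchensis. P. sitchensis differed from the other two species in slide batch and in the number of slides averaged as well.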

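Xylem signals of Pinus strobus, Pinus resinosa and Larix laricina followed those of P. glauca far less closely. The mean signals had an r² of 0.322 in Pinus strobus, 0.312 in Pinus resinosa and 0.337 in Larix laricina. Single slides gave 0.289 ± 0.0181 (SD, n = 4 slides), 0.263 ± 0.0657 (SD, n = 4) and 0.279 ± 0.0332 (SD, n = 4) in these species. None of these 12 xylem slides exceeded 0.319. The number of probes positive in both species was 31496 for Pinus strobus, 30965 for Pinus resinosa and 31228 for Larix laricina. Within 2-fold of P. glauca were 32.7%, 32.5% and 32.9% of these probes, in the same order.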

When compared to P. glauca, the pines and larch gave more divergent results as shown by the number of common positive probes (above background) and overall data correlations (Figure 1D-1F). Surprisingly, the pines and larch gave signals of equal or greater intensity than P. glauca for most of the probes, and a decreased signal for 17% to 34% of the detected probes. 

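In xylem, 58.2% of the shared positive probes had a mean signal at or above that of P. glauca in Pinus strobus, 57.1% in Pinus resinosa and 58.7% in Larix laricina. At least 2-fold below P. glauca were 27.7% of the probes in Pinus strobus, with an SD of 0.226 percentage points between single slides (n = 4). This share was 29.0% in Pinus resinosa (SD 0.893, n = 4) and 27.4% in Larix laricina (SD 1.67, n = 4). At least 2-fold above it were 39.6%, 38.5% and 39.7% of the probes, in the same order. Among the brightest of 4 equal groups of probes, ranked by their P. glauca signal on batch JB001, 41.3% were at least 2-fold lower in Pinus strobus, 46.0% in Pinus resinosa and 42.1% in Larix laricina. Among the dimmest group, 12.2%, 10.5% and 10.2% were that much lower and 53.4%, 56.0% and 59.1% that much higher. Giving loosely correlated slides one distribution lowers the brightest probes and raises the dimmest by itself. Without quantile normalization, 33.9% of the probes were at least 2-fold lower in Pinus strobus, 33.0% in Pinus resinosa and 50.4% in Larix laricina. In that case 50.1% of the probes were at or above P. glauca in Pinus strobus, 52.6% in Pinus resinosa and 29.5% in Larix laricina.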

Taken together, these observations indicated that the microarray is suitable for direct comparisons of transcript levels between spruces. 

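Tested probe by probe with limma, xylem signals differed from P. glauca at an adjusted p of at most 0.01 for 2297 of the shared positive probes of P. mariana (7.23%) and 3319 of those of P. abies (10.4%). In the pines and larch the same test called 18463 probes in Pinus strobus (58.6%), 17022 in Pinus resinosa (55.0%) and 14853 in Larix laricina (47.6%). Of the Pinus strobus probes called, 7457 were at least 2-fold lower than in P. glauca and 10096 at least 2-fold higher. In P. sitchensis, with more slides and another batch, 6080 probes (22.0%) were called, of which 552 were at least 2-fold lower and 515 at least 2-fold higher, and 2570 were called without normalization between slides. With flagged spots left out in place of replaced, 557 probes were called in P. mariana, 578 in P. abies, 9304 in Pinus strobus, 7472 in Pinus resinosa and 9262 in Larix laricina. With morning P. glauca slides only, 1022 were called in P. mariana, 1618 in P. abies and 8765 in Larix laricina. From these observations on spruces, pines and larch, the paper concludes that the microarray allows transcript levels to be compared directly between spruces.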

For pines and larch, a subset of the probes may not be informative. In general, the MA appears appropriate for studies comparing data within the same genus.

**Figure 1:**
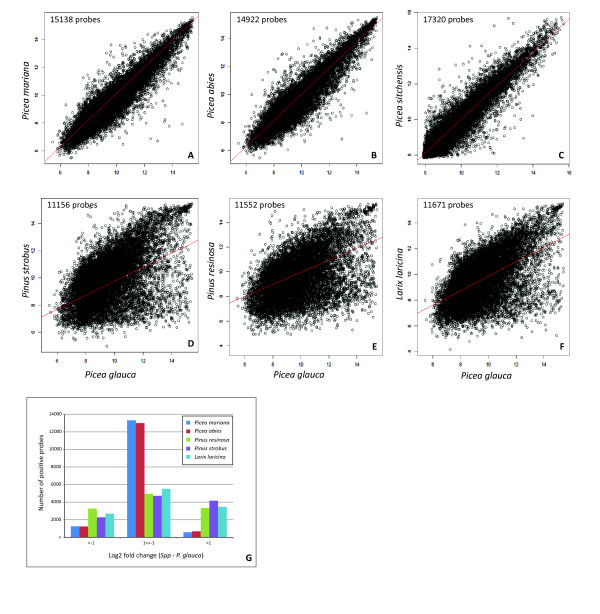
**Interspecific comparison of hybridization intensities in secondary xylem.A-F**: Pair-wise comparison of white spruce and six other species based on the number of shared positive probes indicated in the plots. The squared correlation coefficients (r^2^) are as follows 0.86 (**A**), 0.85 (**B**), 0.89 (**C**), 0.29 (**D**), 0.22 (**E**) and 0.27 (**F**). **G**: Analysis of signal intensity variation between species; the fold change (FC) was determined from the average normalized signal intensities (log2 scale). An FC of 1 or −1 represents a two-fold signal increase or decrease, respectively. For phelloderm results, see Additional file 4: Figure S3.

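In phelloderm too, the spruces followed P. glauca more closely than the pines and larch did. The mean signals had an r² with P. glauca of 0.871 in P. mariana, 0.865 in P. abies and 0.924 in P. sitchensis. Within 2-fold of P. glauca were 81.7%, 77.3% and 96.6% of their shared positive probes. In Pinus strobus and Larix laricina the r² was 0.248 and 0.253, and 30.6% and 32.9% of the probes were within 2-fold. At least 2-fold below P. glauca were 29.3% of the probes in Pinus strobus and 28.3% in Larix laricina, and 40.1% and 38.9% were at least 2-fold above it. Pinus resinosa stood higher, with an r² of 0.453, and this value rested on 1 slide. The slide labelled replicate 3 had an r² of 0.533 with P. glauca, the other three slides had 0.269 to 0.321, and the r² of the mean was 0.268 without it. In P. abies, the slide labelled replicate 5 had an r² of 0.408, below the 0.633 to 0.819 of the other slides.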

### Differential expression in the vascular transcriptome is conserved among Picea species

Microarray transcript profiles compared two tissues that support secondary vascular growth, i.e. diameter stem growth, as it is a key feature of the life habit of trees. Secondary xylem is the wood forming tissue located on the internal side of the cambial meristem. It was compared to a composite sample of phloem and phelloderm tissues (referred to here as phelloderm) located on the outer side of the cambial meristem in three spruce species. 

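Xylem and phelloderm slides were compared within each species, with 20 slides per tissue in P. glauca and 15 in P. sitchensis, both of slide batch JB001, and 8 per tissue in P. mariana, of slide batch KB001. The scanner signals were handled as in the comparison between species, with quantile normalization over the slides of 1 species. Probes positive in at least one of the tissues were tested with limma's linear model and empirical Bayes statistics, with Benjamini-Hochberg adjustment, and were called differentially expressed (DE) at an adjusted p of at most 0.01. Fold changes are given as xylem over phelloderm on the log2 scale, per probe and not per gene. The test was tried on simulated slides, with independent normal noise around the mean of each probe, at its within-tissue SD. Of 2-fold changes added there it found 95% in P. glauca, 94% in P. sitchensis and 12% in P. mariana. With 8-fold changes it found 100%, 100% and 84%. Slides that stand apart and repeats of one sample were not simulated. Flagged probes made up a median of 13.2% on the phelloderm slides and 23.4% on the xylem slides of P. mariana, and replacing them by means of the sample type narrows the spread that the test measures.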

Identical analyses were carried out in three spruces: P. glauca, P. sitchensis and P. mariana. The number of transcripts detected for these two tissue types were highly conserved in the three species, ranging from 13,744 to 14,513 in xylem, and 14,990 to 15,697 in phelloderm. 

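Of 32144 probes, 28938 were detected in xylem of P. glauca (90.0%) and 30124 in phelloderm (93.7%). In P. sitchensis 28696 were detected in xylem (89.3%) and 29071 in phelloderm (90.4%). In P. mariana the counts were 31909 in xylem and 31919 in phelloderm, or 99.3% in each. Phelloderm gave the higher count, but in P. sitchensis xylem did without normalization between slides, with slides scaled to one median and with each tissue normalized alone. The counts depended on the threshold: with the buffer mean plus 2 SD in place of the buffer mean, 19007 probes of P. glauca and 11902 of P. mariana were detected in xylem.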

A total of 5,407 genes were differentially expressed (DE) in all three species. 

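In all 3 spruces, 4455 probes were DE between xylem and phelloderm, of 29746 tested in each of them. P. glauca had 12118 DE probes, 5727 of them higher in xylem and 6391 higher in phelloderm. P. sitchensis had 12868, divided into 6321 and 6547, and P. mariana had 6942, divided into 3234 and 3708. With flagged spots left out in place of replaced, P. mariana had 3813 and the 3 species shared 2924. Without normalization between slides, the median of all P. glauca probes moved to -0.35 on the log2 scale, and 1646 DE probes were higher in xylem and 8658 higher in phelloderm. With slides scaled to one median these counts were 8130 and 5086, and xylem also had the larger number in P. sitchensis (6575 and 5799) and P. mariana (3849 and 3069). In P. mariana it did without normalization too (3630 and 3153), so which tissue had more DE probes depended on the scaling. Independent lists as long as those of the 3 species would share 1174 probes. In each of the 3 species, 1993 of the shared probes differed by at least 2-fold. Probe Spruce_08876 was at 14.99 ± 0.55 (SD, n = 20 slides) in xylem and 7.68 ± 0.19 (SD, n = 20) in phelloderm. Its phelloderm signal was above the buffer level on 12 of 20 slides in P. glauca and 7 of 15 in P. sitchensis. Counted from that level its log2 fold change was at least 7.26 in P. glauca (standard error of the fit 0.13, adjusted p = 4.05e-37 from limma) and at least 6.56 in P. sitchensis. It was 8.72 in P. mariana and 3.90 on the P. glauca slides of batch KB001. Probe Spruce_22844, above that level on 18 of 20 slides in P. glauca phelloderm and 13 of 15 in P. sitchensis, had a log2 fold change of at least 7.28 in P. glauca (standard error of the fit 0.20, adjusted p = 3.12e-30 from limma) and 5.92 in P. sitchensis, and of 9.94 in P. mariana. Among probes called in one direction in all 3 spruces, 2 had the largest phelloderm preferences in P. glauca. They were Spruce_09067, at -5.14 (standard error 0.10, adjusted p = 7.31e-36 from limma), and Spruce_03721, at -4.89 (standard error 0.22, adjusted p = 1.59e-22 from limma). Spruce_09067 was above the buffer level on 13 of 15 xylem slides of P. sitchensis. Counted from that level it was higher in phelloderm by a log2 fold change of at least 5.28 there, and Spruce_03721 was at -5.62. In P. mariana these probes were at -4.13 and -6.08. The tables used here do not give the genes behind these 4 probes.

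**Figure D2:**
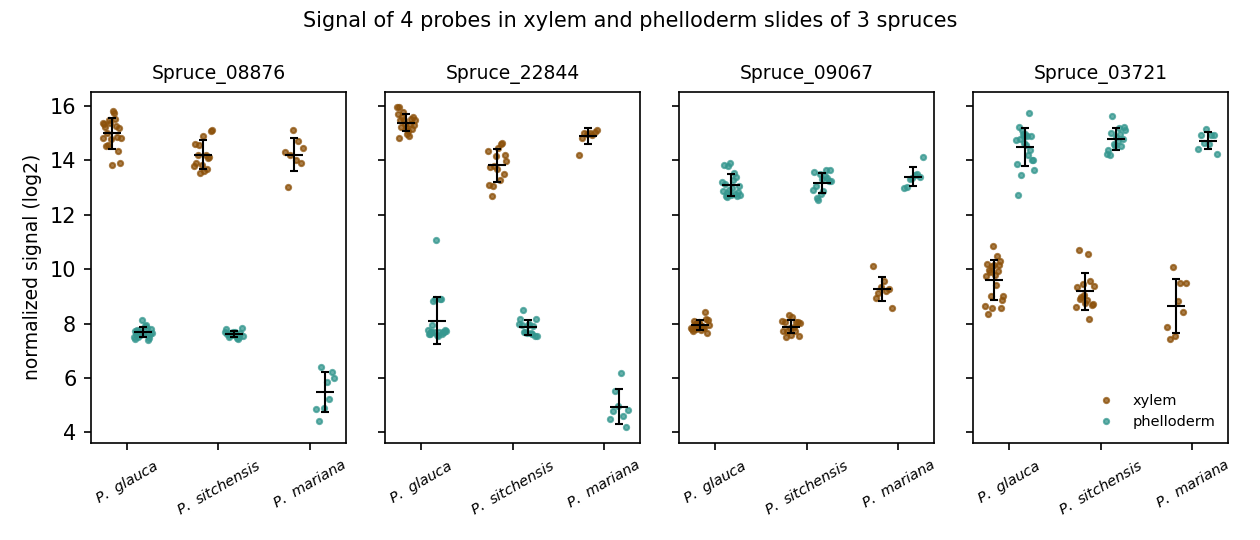
Normalized log2 signal (vertical axis) of 4 probes on single slides of P. glauca, P. sitchensis and P. mariana (horizontal axis). Points are slides, brown for xylem and green for phelloderm, and bars give the mean and SD. In each species the slides of the 2 tissues do not overlap.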

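Of the 4455 probes DE in all 3 spruces, 4412 (99.0%) had one tissue preference throughout, 2025 of them higher in xylem and 2387 higher in phelloderm. Across these probes, the log2 fold changes of P. glauca and P. sitchensis had a Pearson r of 0.945 and a Spearman rho of 0.945. Between P. glauca and P. mariana they had an r of 0.880 and a rho of 0.881, and between P. sitchensis and P. mariana an r of 0.861 and a rho of 0.852. In 20 fits on a random 50% of the slides of each tissue, r varied with an SD of 0.00946, 0.00391 and 0.00787, in the same order. The order followed the slide batch: with the P. glauca slides of batch KB001, r was 0.958 with P. mariana and 0.866 with P. sitchensis. The probes are not independent replicates. The median absolute log2 fold change was 1.08 in P. glauca, 1.18 in P. sitchensis and 1.87 in P. mariana, whose slides came from the other batch. Of 8894 probes DE in both P. glauca and P. sitchensis, 98.7% had one direction.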

Tissue preferential transcript accumulation and the fold difference between the tissues were very similar among the three species (Figure 2). The small number of genes that varied in their tissue specificity (60 genes or 1.1% of the DE genes) indicated that genes with small difference in expression between tissues were more prone to vary between species or be less accurately determined.

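Tissue preference differed between the species for 43 probes, 0.965% of those DE in all 3 (exact Clopper-Pearson 95% interval 0.699% to 1.30%). P. mariana was the species with the opposite preference in 21 of them, P. sitchensis in 17 and P. glauca in 5. Their fold differences were smaller, with a median absolute log2 fold change of 0.92 against 1.43 for the probes with one preference (two-sided permutation test with 100000 permutations, p = 0.00563). The interval and this test treat probes as independent replicates, which they are not, and do not measure the spread between slides or trees. Of the 43 probes, 24 fell in the lowest of 4 equal groups ranked by fold difference, at 0.95 or less, and 5 in the highest, above 2.20. Among probes that differed by at least 2-fold in each species, 6 had opposite preferences. P. glauca alone, compared between the 2 slide batches, had one direction for 4689 of 4717 probes called on both (99.4%). The P. mariana slides were on another batch than the slides of the other 2 spruces used here. Within batch KB001, 3806 of 3825 probes called in both P. mariana and P. glauca had one direction (99.5%). The 21 probes with the opposite preference in P. mariana were not followed there, so for them species and batch were not separated.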

**Figure 2:**
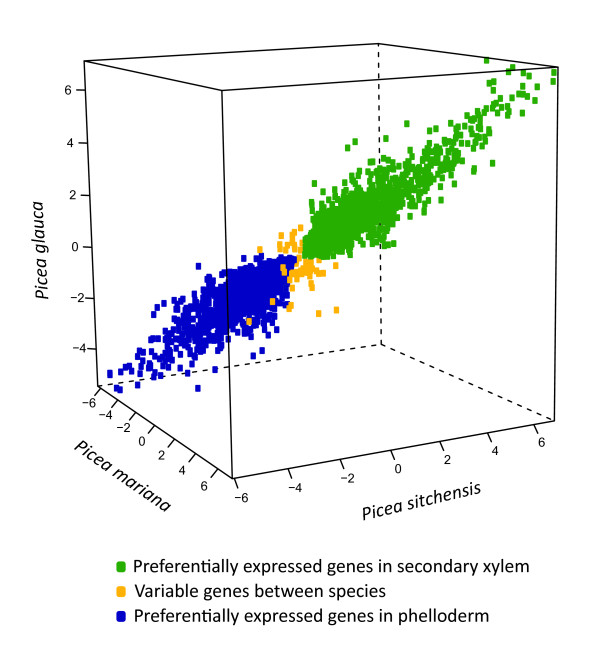
**Preferential expression in secondary vascular tissues of three spruce species.** The FC data in the plot represent genes with differential expression in all three spruces. The scale is the log2 fold change.

Different MA experiments comparing xylem and phloem tissues in angiosperms including Arabidopsis [19,20] and poplar [21], and in P. glauca have helped to delineate groups of genes whose expression was of particular relevance to secondary vascular growth. A MA profiling study in Arabidopsis root-hypocotyl defined a set of 319 genes specifically regulated in secondary xylem compared to phloem or non-vascular tissues [19]. In young spruce trees, 360 sequences were shown to be xylem preferential compared to needles and phloem [22]. A core set of 52 xylem genes was identified by Ko et al. [21] based on transcriptome analyses of secondary xylem in Arabidopsis thaliana and poplar, and of cotton fibres. The expression patterns reported here for three spruces indicated that tissue preferential expression for xylem compared to phelloderm were conserved among spruces. These conserved patterns could be the basis for comparative genomics of conifers and angiosperms trees. This finding is also relevant for studying the genetic architecture of wood traits because it was shown that xylem preferential expression was a feature of genes associated with genetic variation in wood properties [23].

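The difference in tissue preference between species was also tested itself, within a slide batch. Between P. mariana and P. glauca, the fold change from phelloderm to xylem differed for 304 of 32078 probes (0.948%) at an adjusted p of at most 0.01 from limma's interaction term. Of these, 198 leaned more toward xylem in P. mariana and 106 more toward phelloderm. Other groupings of these slides gave up to 482 probes, and 3 of 100, the real one included, gave at least 304. Between P. sitchensis and P. glauca, with more slides, it differed for 4208 of 31544 probes (13.3%), 2377 more toward xylem in P. sitchensis and 1831 more toward phelloderm. The difference was at least 2-fold for 1039 of these. Among the probes DE in all 3 spruces, 67 differed in the first comparison and 1295 in the second. From the expression patterns of the 3 spruces, the paper concludes that preferential expression in xylem against phelloderm is conserved among spruces.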

### Validation of the microarray and profiling results by RNA-Sequencing

An RNA-Seq study P. glauca secondary xylem and phelloderm used the same RNA samples as for the MA profiling, but the samples for each tissue type were pooled before sequencing. A total of 59.5 M high-quality sequences were obtained and mapped to the 27,720 cDNA clusters of the P. glauca gene catalogue as previously described [13] (Table 3). The sequence frequency data were normalized by transforming the data to reads per kilobase of exon model per million mapped reads (RPKM) as described by Mortazavi et al. [24]. These authors estimated that an RKPM > 1 represents one RNA molecule per cell; therefore, an RPKM > 1 was used as a threshold for detection.

**Table 3:** RNA-Seq data

	**Xylem**	**Phelloderm**	**Total or Both**
Total reads (HQ) (millions)	29.5	29.9	59.5
Reads mapped (millions)	17.3	20.4	37.7
Genes - RPKM^1^ > 1	19,604	21,366	22,012
Genes - RPKM > 3	16,168	18,297	19,108

^1^ RPKM, Number of reads per kilobase of mapped sequences per megabase based on Mortazavi et al. [24].

Nearly all of the DE genes from the MA analysis (99%) were represented in at least one of the RNA-Seq samples, and a large majority (84% to 88%) of genes with a 2-fold difference on the MA, were also differentially represented in RNA-Seq (Table 4). These RNA-Seq data confirmed the tissue preferential expression (xylem vs. phelloderm) of 99.3% of the genes determined to be differentially expressed with both methods (Table 4). The cross-validations between the two methods were based on differential expression in 2,171 to 4,181 genes depending on the fold difference threshold; therefore, it represented a highly robust confirmation of the accuracy of the MA results. The overlap in the number of genes varied depending on the fold difference threshold, likely owing to differences in experimental design and technique; however, the preferential expression (xylem vs. phelloderm) was highly congruent between the analysis methods (Table 4).

**Table 4:** Validation of microarray results by RNA-Seq

**Criteria**		**MA**^**1**^	**RNA-Seq and MA**^**2**^						**RNA-Seq only**^**4**^	
**P-value**	**FC (log2)**		**RPKM > 1**		**DE**^**3**^		**Tissue pref.**		**DE**	**Add**
0.05	0.5	5,666	5,592	99%	4,181	75%	4,155	99%	776	19%
0.05	1.0	2,614	2,588	99%	2,265	88%	2,253	99%	677	30%
0.01	0.5	5,526	5,466	99%	3,608	66%	3,585	99%	542	15%
0.01	1.0	2,608	2,582	99%	2,171	84%	2,160	99%	491	23%

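From the 20 xylem and 20 phelloderm slides of P. glauca, limma gave 7504 probes at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.5. Of these, 3519 were higher in xylem and 3985 higher in phelloderm. With a log2 fold change of at least 1 there were 3559 probes. At an adjusted p of at most 0.01 there were 7320 and 3557 probes at these limits, so the fold limit removed more probes than the p limit did. The counts are of probes, and RNA-Seq data were not analysed here.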

^1^ DE positive genes determined by MA.

^2^ Number of DE genes detected by RNA-Seq among the DE genes found by MA hybridization; Tissue pref., indicates that the tissue preference for xylem or phelloderm was the same.

^3^ DE, differential expression in RNA-Seq, determined by a Chi-squared test (df = 1) with Benjamini-Hochberg correction for multiple testing.

^4^ RNA-Seq results for non-DE genes from MA (considering genes represented on the MA only).

The RNA-Seq detected more transcribed genes than the MA analysis, i.e. close to 6,000 genes with an RPKM > 1 (Table 4). The number of DE genes determined by RNA-Seq and not by MA ranged from 491 to 776 (Table 4), although these results are only suggestive given the experimental design used for the RNA-Seq. In addition, some of the genes shown to be tissue preferential by MA analysis were suggested by RNA-Seq to be specifically expressed only in one of the tissue types (Table 5). Interestingly, 50% to 65% of these putative tissue-specific sequences had no annotation based on similarity to TAIR sequences or the detection of Pfam domains, compared to, less than 40% for the entire set of genes represented on the microarray [13]. This observation is consistent with findings from animal research showing that genes that have more specific expression patterns also tend to have less conserved sequences among species [4]. In evolutionary terms, genes that are expressed only in xylem or in phloem may either represent sequences that are unique or are more highly diverged in conifers compared to other plants.

**Table 5:** Tissue specificity in RNA-Seq

	**Xylem**	**Specific**	**Phelloderm**	**Specific**
	**Total**	**Annotated**	**Total**	**Annotated**
Genes RPKM > 1	44	16 (36%)	186	79 (42%)
Genes RPKM > 3	17	6 (35%)	81	41 (50%)

### PiceaGenExpress contains reference profiles that reveal patterns of tissue preferential expression

The PiceaGenExpress database was developed from over 150 MA hybridizations of Picea spp obtained for eight sample types representing different tissues and experiments (Table 6) (for procedures, see methods). Detailed analysis of each of the eight datasets will be presented elsewhere. In any given sample type, transcripts were detected for 10,067 to 17,070 genes (hybridization signal above background threshold); transcripts were detected for 21,939 different genes considering all of the tissues, i.e. 92% of the P. glauca genes represented on the microarray. The PiceaGenExpress is made available as a flat file (Additional file 5: Table S1) for ease of upload and access. Less than 10% of the genes were unique to one sample type. A simple ranking procedure was applied, as a means to represent the relative expression and enable qualitative comparisons across samples. The genes were ranked within each dataset of PiceaGenExpress separately, based on average signal intensity in a sample type, and then equally divided into 10 intensity categories (expression classes): from the lowest 10% (class 1) to the highest 10% (class 10) (Additional file 6: Table S2, Additional file 7: Figure S4).

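For P. glauca, xylem and phelloderm of juvenile trees were ranked here from the 20 slides per tissue of batch JB001, with each class holding 2893 or 2894 probes in xylem and 3012 or 3013 in phelloderm. The mean normalized log2 signal rose from 7.61 in class 1 to 12.37 in class 10 in xylem, and from 7.57 to 12.34 in phelloderm. The classes were unequally wide, and class 5 had a mean of 8.21 in xylem and 8.15 in phelloderm. Most probes kept a similar rank in both tissues. For this, the 28128 probes detected in both were ranked anew among themselves into equal classes. Of these probes, 44.0% had the same class and 80.5% were within 1 class. In class 10 of both tissues were 2016 of them. A shift of at least 5 classes was seen for 779 probes, 431 of them toward xylem and 348 toward phelloderm. A further 810 probes were detected in xylem alone and 1996 in phelloderm alone. The median probe was only 1.24 times as bright as the buffer spots in xylem and 1.42 times in phelloderm, before subtraction. On the P. glauca slides of batch KB001, 31793 of 31989 probes detected in either tissue were detected in both. The counts in 1 tissue alone thus do not show expression restricted to that tissue. Slides of both tissues were normalized together, and the other sample types of the database were not analysed here.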

**Table 6:** The PiceaGenExpress database: sample characteristics, hybridizations and detected genes

	**Plant material**			**Microarrays**			**Genes**^**5**^		
	** Tissue type**	**Sp**^**1**^	**Source sampling**^**2**^	**Genotype**^**3**^	**Slide**	**Imaging**^**4**^	**Total**	**Unique**	**Non-annotated**
1	Embryogenic cells	Pgl	a, a	1	6	SQ	10,066	100	2,456
2	Vegetative buds	Pgl	b, c	2	10	SQ	12,361	128	3,216
3	Xylem (Mature)	Pgl	d, d	60	60	SQ	14,686	176	4,232
4	Xylem (juvenile)	Pgl	e, f	30	20	SQ	13,807	56	3,701
5	Phelloderm	Pgl	e, f	30	20	SQ	15,803	214	4,391
6	Young needles	Pgl	e, f	30	10	SQ	12,819	167	3,025
7	Megagametophytes	Pgl	g, c	3	3	PA	17,056	1,111	5,205
8	Adventitious roots	Pab	h, c	8	20	PA	15,718	393	4,696
					Total detected		21,241	2,345	
					Not detected		2,612		

^1^ Pgl: Picea glauca (White spruce); Pab: Picea abies (Norway spruce).

^2^ The source of materials and the sampling method are from the following studies: a, [43]; b, [37]; c, this paper, see methods; d, [23]; e, O-P seedlot, this paper see methods; f, [22]; g, C2856 parent from [38]; h, [44].

^3^ Total numbers of genotypes analyzed (either individually or in pools).

^4^ Microarray Scanner and Image Processing: SQ, ScanArray Express (Perkin Elmer, Waltham MA, USA) and QuantArray v3.0 (Packard BioChip Technologies, Billerica, MA, USA); PA, PowerScanner (Tecan Group Ltd., Männedorf, Switzerland) and ArrayPro Analyser v6.3 (Media Cybernetics, Bethesda, MD, USA).

^5^ Total: number of genes above background (see methods); Unique: genes detected only in one tissue.

The PiceaGenExpress database was used as a tool to rapidly assess tissue preferential and invariant expression profiles (Figure 3). It allowed us to identify gene families with diverse patterns of tissue preferential expression. For example, transcripts for three cellulose synthase (CS) genes stood out as being strongly overrepresented in the secondary xylem (both juvenile and mature) compared to all other tissues, where as other CS transcripts were more ubiquitous (Figure 3A). This observation was consistent with studies in pine [25] and poplar [26] showing that CesA genes that are specialized in secondary cell wall formation occurred as triplets of genes. A different type of pattern was observed with transcripts for photosystem I and II proteins, which are generally strongly expressed in green tissues (Figure 3B). As might be expected, transcripts of all of the genes in this class were detected at high levels and were co-expressed in young needles, expanding buds, and phelloderm of young trees, and at low levels in non-photosynthetic tissues including roots, immature embryos and megagametophytes. For secondary xylem, the same transcripts were abundant in young trees but low in the mature trees, which could be accounted for by differences in exposure to light and bark thickness. Genes encoding house-keeping proteins like ubiquitin did not vary between the tissues (Figure 3C). These observations relating to tissue preferential expression are rapid and simple within PiceaGenExpress. They are also consistent with known expression and physiology, and suggest that the methodology that was followed to develop the database is adequate for revealing key patterns of gene expression.

**Figure 3:**
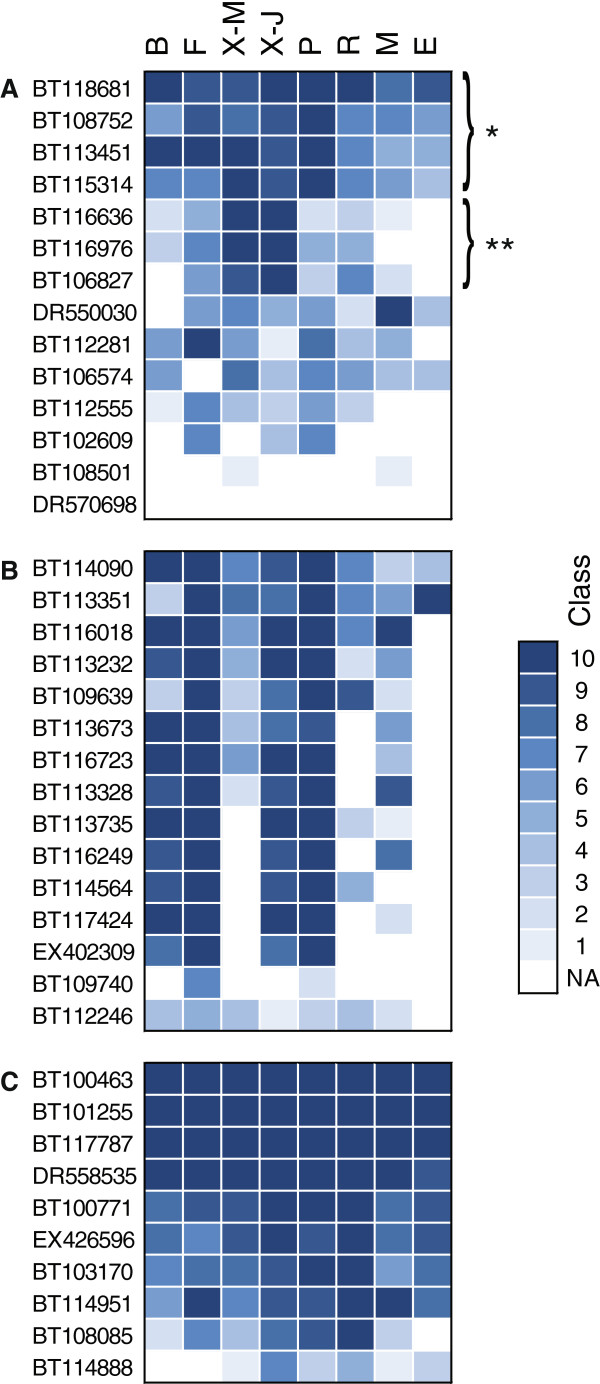
**The PiceaGenExpress database reveals tissue preferential and conserved expression patterns within three gene families.A**: Cellulose synthases. **B**: Photosystem I and II proteins. **C**: Ubiquitins. NA: Not detected. Tissues: B (Vegetative buds), F (Foliage), X-M (Xylem - mature), X-J (Xylem - juvenile), P (Phelloderm), R (Adventitious roots), M (Megagametophytes), E (Embryogenic cells).

### Non-annotated genes are expressed at low levels and in fewer tissues

From 30% to 40% of cDNAs from non-model organisms such as conifers could not be annotated by standard sequence similarity searches like BLAST [15,16] or HMMER [13]. We investigated whether insights into the role of non-annotated sequences could be obtained by surveying their abundance and distribution among tissues in PiceaGenExpress (Figure 4; Additional file 8: Figure S5). First, we observed that non-annotated sequences, i.e. sequences that lacked similarity to known plant genes, were more represented among low abundance transcript classes. On average, the non-annotated sequences represented 37.1% of the expression class 1 genes and 22.4% in class 10 (not shown), and a same trend was observed in each of the tissue types (Figure 4A-C; Additional file 8: Figure S5A-E). These non-annotated sequences could be either unique to conifers, owing to differential loss or acquisition of genes among taxa, or could be too highly diverged to permit functional annotation. Their general low level of expression may suggest that they were expressed in fewer cells or were tightly regulated in some manner, perhaps playing a more specialized role in metabolism or development.

**Figure 4:**
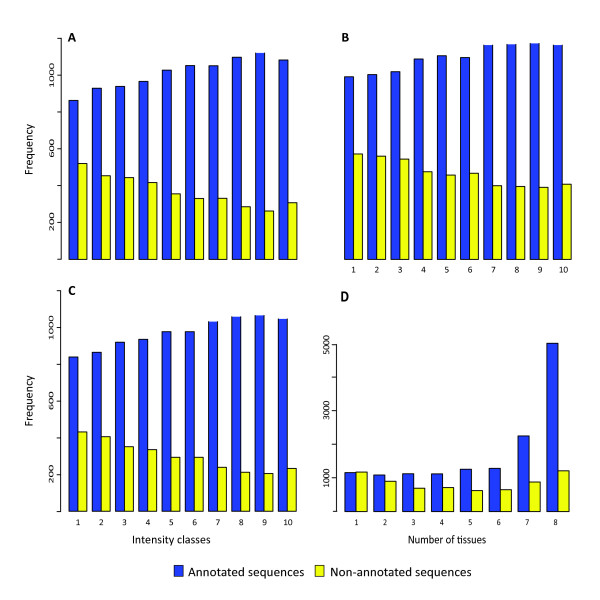
**Expression classes and numbers of tissue of annotated and non annotated sequences.A-C**: Number of annotated and nonannotated sequences per expression class for xylem from juvenile trees (**A**), roots (**B**) and young foliage (**C**). Other tissues are shown in Additional file 8: Figure S5. **D**: Number of tissues in which each annotated and non-annotated sequence was detected. Frequency, number of genes in a given intensity class or detected in a given number of tissues types.

Second, our data showed that annotated and non-annotated genes were strongly contrasted in regard to the number of tissues in which transcripts were detected (Figure 4D). The majority of the annotated sequences were detected in seven or eight of the tissues. In contrast, the non-annotated genes were much more likely to be found in few tissues. This observation is consistent with the idea that less conserved (including non-annotated) sequences may generally play more specialized roles. It is also consistent with findings from comparative expression studies of mice and humans showing that house-keeping genes were more highly expressed and were more conserved among species both in terms of their sequence and their expression [7].

### Diversity of expression profiles varies within and among gene families with related functions

A total of 28 different gene families were reported to be statistically overrepresented in spruce compared to major angiosperms based on the occurrence of protein domains of known function [13]. Approximately one fifth of them were related to stress responses including osmotic regulation proteins like dehydrin and late embryogenesis abundant protein (LEA) gene families. The two families are of similar size in the white spruce gene catalogue, with 49 sequences each [13]. Expression profiles (distribution of transcript abundance classes) within these families were examined in PiceaGenExpress to gain insight into the extent of functional divergence or redundancy that might be associated with gene family expansion. The expression of 49 different sequences containing a dehydrin protein domain indicated striking differences between tissue types during normal development. Many more dehydrin sequences were detected in roots (high expression classes), megagametophytes and, to some extent, in the phelloderm than in the other tissues (Figure 5A). A large group of the sequences seemed to be co-expressed, i.e. all were expressed either very strongly (class 9–10) or more weakly (class < 5).

**Figure 5:**
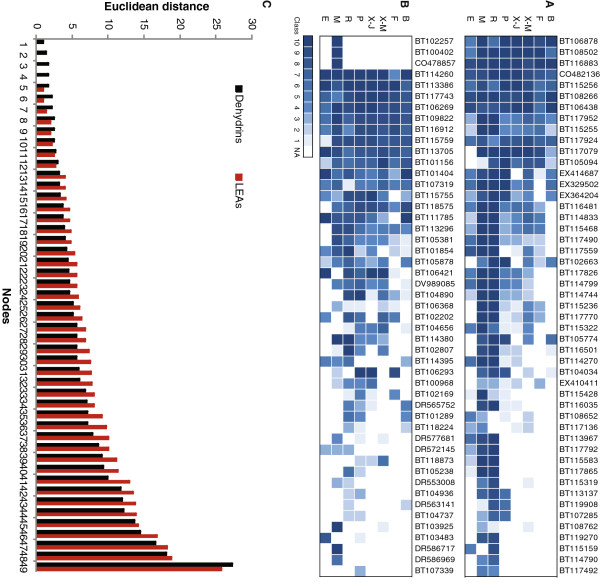
**Gene expression patterns in two osmotic regulation protein families based on the PiceaGenExpress database.A**: Dehydrins. **B**: Late Embryogenesis Abundant proteins. **C**: Distribution of Euclidean distances between the members of each protein family. The order of the bars is not representative of the order of the genes in panels A and B. A, B: Tissues: B (Vegetative buds), F (Foliage), X-M (Xylem - mature), X-J (Xylem - juvenile), P (Phelloderm), R (Adventitious roots), M (Megagametophytes), E (Embryogenic cells).

Expression profiles of the 49 gene sequences containing a LEA domain also varied between tissues and appeared more diversified than observed for dehydrins (Figure 5B). The extent of divergence among the members in each family was analyzed by clustering and determination of Euclidean distances among the sequences (Figure 5C). Overall most of the nodes (38 out of 49) were separated by a greater distance in the LEA family than in the dehydrin family, indicating that during normal development, the regulation of the dehydrin family members is less diversified. This observation may point at greater functional diversification among LEAs.

Both dehydrins and LEAs have been shown to be expressed during normal development and to be water stress responsive in conifers [18,27,28]. Our study only considered expression during normal development. Previous studies in conifers have monitored the expression of a small subset of these large gene families. For example, five and eight dehydrins transcript sequences were studied in foliage of maritime pine [27] and vegetative buds of Norway spruce, respectively [28]. We detected 22 distinct sequences by MA profiling in young foliage, strongly suggesting that a comprehensive view of this protein family in response to stress remains to be developed. The expression profiles presented here indicated that osmotic-regulation during normal development may involve more genes (especially dehydrin genes) and potentially more varied functions in some of the tissues (megagametophytes, roots and phelloderm) than others (foliage, embryos). This observation indicates that osmotic response monitoring, whether it is related to drought conditions [27] or to normal developmental processes [28] may be sensitive to tissue preference. In the PiceaGenExpress dataset, several dehydrins were down regulated in vegetative buds that were sampled at the time of bud flush in the spring, as was observed through detailed time series analyses of Norway spruce dehydrins [28]. An interesting feature of the data is that the two seed derived tissues, i.e. immature somatic embryos and megagametophytes from germinating seeds, were highly contrasted in regard to the expression of specific dehydrin and LEA sequences.

### Expression of LTR retrotransposon sequences

Recent reports indicated that LTR retrotransposons represented a large fraction of the conifer genome [29-31]. In addition, sequences traced to copia and gypsy-like retroelements were reported as being very frequent in Pinus contorta ESTs [32] and were overrepresented in a root xylem cDNA library [33], although some of these sequences may represent genomic contaminations [13]. More evidence is needed to show whether any of these elements are active or if activity may vary as a function of development or environmental stresses. The PiceaGenExpress database was scanned to obtain evidence of RNA transcript production, which is the first step for LTR retrotransposon mobilization. A total of 83 cDNA sequences represented on the MA coded only for protein domains expected for LTR retroelements, such as RNAse H, integrase core domain, retrotransposon gag protein and reverse transcriptase. Many of the sequences were not detected at all; however, 46 sequences were detected in at least one tissue, most of them were found in two tissues or more, and only a few accumulated at high levels (expression class 10) (Figure 6A). Tissue preferential accumulation was suggested by the fact that few sequences were detected in immature somatic embryos and were present at low levels, where as many sequences were detected and in higher expression classes in mature xylem, roots and megagametophytes.

**Figure 6:**
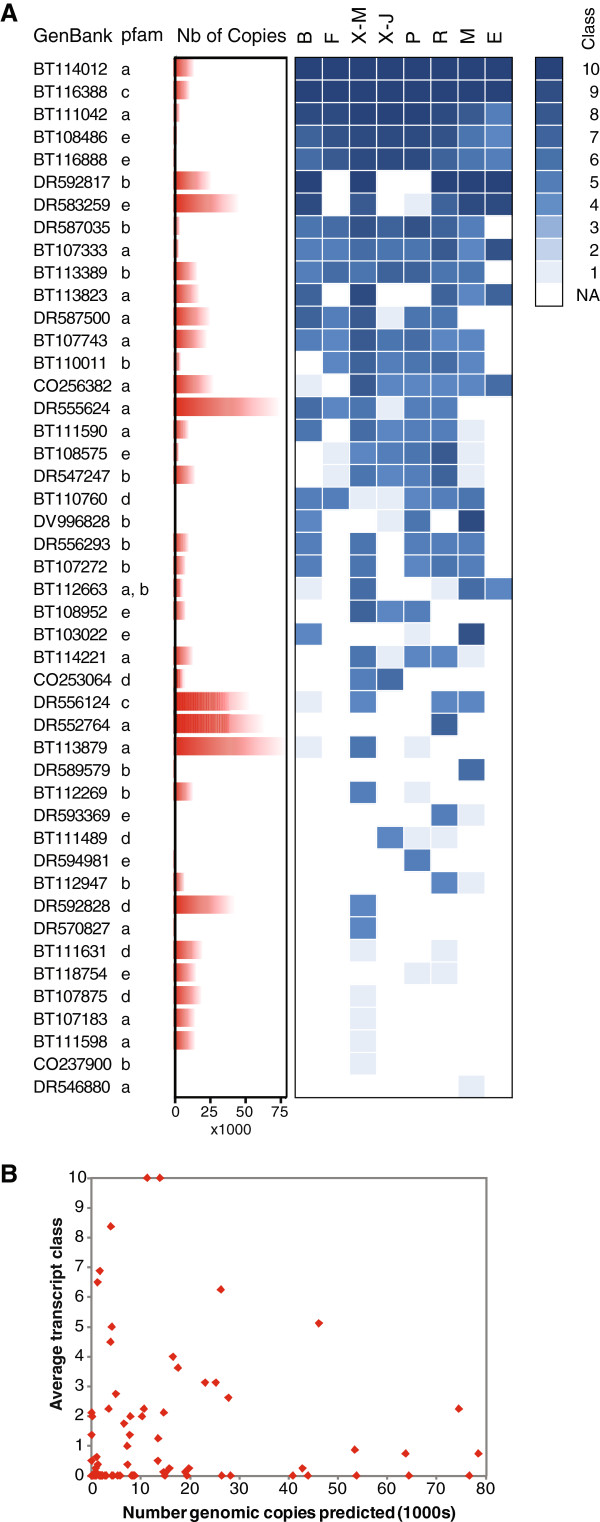
**Expression patterns of LTR retrotransposons based on the PiceaGenExpress database.A**: Sequences containing protein domains of LTR retroelements. Pfam annotations: a: Integrase core domain; b: Retrotransposon gag protein; c: Retroviral aspartyl protease; d: Reverse transcriptase (RNA-dependent DNA polymerase); e: RNAse. Tissues: B (Vegetative buds), F (Foliage), X-M (Xylem - mature), X-J (Xylem - juvenile), P (Phelloderm), R (Adventitious roots), M (Megagametophytes), E (Embryogenic cells). **B**: Expression levels are not correlated with the number of genomic copies.

The MA sequences matching putative LTR were estimated to represent up to 78,520 unique copies in the P. glauca genome (Figure 6B) and a total of 1.18 Million sequences (not shown) based on their occurrence in shotgun sample sequencing data for P. glauca [13]. Data are not currently available to estimate what proportion of the genome these sequences may represent; however, if the sequences were derived from an intact LTR of 4000 bp on average, they would represent nearly 5 Gbp or 20% of the P. glauca genome. In other words, such a large number of copies is expected to occupy a sizable fraction of the genome. The number of predicted copies did not appear to correlate with transcript accumulation, i.e. number of tissues in which they were detected or relative levels (Figure 6A, see right panel; 6B). This observation indicates that the data were more likely to result from transcription than genomic contaminations of the RNA samples. It also shows that the number of copies accumulated in the genome is not useful for predicting the level of transcript production. In fact, many of the high copy sequences (>30,000 copies) were not detected at all in any of the tissues. These results point to specific LTR sequences that have the highest potential for mobilization in P. glauca.

## Conclusions

An oligonucleotide microarray was developed from P. glauca and P. sitchensis datasets. It represents 23,853 unique P. glauca genes or 85% of the recently reported gene catalogue [13]. Single dye analysis and a ranking procedure were used to develop PiceaGenExpress, a database of reference transcript profiles, based on 150 hybridizations in eight different tissue sample types. These data represent the first resource of this kind for a gymnosperm plant.

The pine family comprises over two hundred species belonging to eight genera. It is the largest and the most economically important of the conifers. Interspecific comparison experiments presented in this report indicated that the microarray may be applied to at least three of these genera. It could be a valuable tool for species where cDNA resources are lacking or underdeveloped. Our findings also indicate that expression profiles from P. glauca are likely to be representative of other conifers. RNA-sequencing has become a method of choice for transcriptome profiling but the analysis of RNA-Seq data can be complex owing to factors such as sequence polymorphisms, gene paralogs, and alternate splicing. Therefore, successful application of RNA-Seq depends on the availability or the development of a good quality reference genome or gene catalogue [24], and both are lacking in many non-model species. By mapping P. glauca RNA-Seq and microarray data back to the same cDNAs sequences, we were able to show that the two methods were highly congruent. New sequencing technologies promise to generate high quality sequences in addition to very large volumes of data. Given the large size of conifer genomes, it may be advantageous to use these technologies to develop high quality gene catalogues rather than attempt to assemble entire genomes. Once a gene catalogue is produced, these high throughput sequences represent a powerful methodology for unrestricted gene expression studies [24].

Conifer genomes have a number of characteristics that make them unique, most prominently their enormous size which can reach or even exceed 30 Gbp [30] and their highly repetitive sequences [31]. They are also known to have high levels of heterozygocity and are believed to harbour many gene paralogs, at least in some gene families [12]. For the MA described here, the empirical tests of probe specificity (Additional file 2: Figure S1) and the probe design parameters appeared sufficient to discriminate between paralogs that are known in the P. glauca catalogue of 27,720 genes [13]. The very high level of congruence observed between MA and RNA-Seq results, 99.3% of confirmation of tissue preference from over 2100 genes, also suggest that the MA results accurately reflect the expression of the target sequences. In contrast, issues of cross-hybridization between gene paralogs with different expression patterns would have likely resulted in a lower validation rate.

The tools and methods presented in this report may lead to diverse applications for fundamental discovery in forest genetics and evolutionary biology, such as understanding phenotypic variation in economic and adaptive traits. The genetic architecture of complex phenotypes in plants and trees is routinely probed by scanning the genome for DNA sequence polymorphisms through QTL mapping and association studies [34]. However, Huang et al. [5] summarized several recent studies by stating that discovering the genetic basis for the variation in transcript abundance was central to understanding phenotypic variation. Examining the genetic architecture of gene expression can provide functional insights into physiology and metabolism, for example by revealing the organization of gene networks [35,36].

## Methods

### Evaluation of array design and manufacture parameters with test oligonucleotide microarray

A custom MA comprised of 3,900 oligonucleotide probes was developed to evaluate the impact of design parameters (for details see Additional file 1, Additional file 2: Figure S1 and Additional file 3: Figure S2). It contained multiple probes for 929 distinct genes as well as cDNA amplicons for 96 of those genes. The parameters tested include oligonucleotide lengths of 50, 60 and 70 nucleotides, the position of probes within the transcript, the impact of SNPs and indels. The presence of one or three SNP mismatches (distributed throughout the oligonucleotide probes) had a small effect on hybridization signal intensities and in many cases the expression ratio between tissues was largely conserved (See Additional file 2: Figure S1). In contrast, the presence of seven SNP mismatches in the probe had a large effect on intensities and expression ratios. Based on these data, 70-mer probes that vary by up to three SNPs distributed throughout the probe (95.7% sequence identity) are expected to hybridize to the same RNA and on average produce a signal of similar strength, where as probes with seven SNPs or more (less than 90% sequence identity) give very little cross hybridization. These observations establish thresholds of sensitivity to sequence variation, i.e. up to three mismatches have little impact on sensitivity, and specificity, i.e. specificity is achieved with seven mismatches or more to other sequences. The cut-off is situated between four and six SNPs, i.e. between 95% and 91% sequence identity. The presence of short insertions and deletions (up to six nucleotides) located at the center of the 70-mer probes had a small impact on probe performance. The impacts of other parameters tested were generally small and less predictable.

The impact of different spotting buffers and surface chemistries used to manufacture the microarray were also assessed in regard to image quality and data reproducibility. For details on methods and findings, see Additional file 1. We found that the optimum conditions were obtained by using aminosilane coated slides and 3X SSC without betaine as a spotting buffer.

### Microarray design and manufacture

The sequences included in the microarray were selected on the basis of reproducible sequence quality from all of the ESTs and FL-cDNA described for P. glauca in Rigault et al. [13] and P. sitchensis in Ralph et al. [14] (Table 1). To obtain a robust probe set, we selected sequences that were either detected in the two species, verified with two technologies (Sanger and 454) or were derived from a FL-cDNA (Table 1). The probes were 70 nucleotides in length, and were designed to minimize similarity with other sequences in the dataset. Sequence similarity between the probes and known sequences in P. sitchensis and P. glauca was determined from sequence alignments. The microarray contains 25,045 probes that match with known P. glauca sequences; however, they represent 23,853 unique genes based on the most recent clustering [13], such that 1,017 genes are represented by more than one probe.

The microarray consists of 33,984 spotted features including 33,024 sample spots (Invitrogen, Carlsbad, CA, USA), 240 negative buffer spots, and 480 Spot Report Alien Oligos (Agilent Technologies, Inc., Santa Clara, CA, USA). Oligonucleotides were consolidated into 384-well plates, lyophilized by speed-Vac, and resuspended in 3X SSC to a printing concentration of 30 μM. Oligos were printed on aminosilane slides (Erie, Hudson, NH, USA) with a QArrayMax microarray printer (Genetix Limited, Hampshire, UK) using 946MP2 microarray pins (ArrayIt Corp, Sunnyvale, CA, USA) in a 48-pin tool depositing ~0.5 nL per spot onto the slide. The resulting microarrays had a 4 x 12 subgrid layout with 708 spots per subgrid, each spot having approximate diameter and pitch of 90 μm and 160 μm, respectively. A 280-bp GFP (green fluorescent protein) oligonucleotide was printed in subgrid corners to assist in grid alignment during image processing. The slides were crosslinked in a UV Stratalinker 2400 (Agilent Technologies, Inc.) at 300 mJ. Array quality was assessed by visual inspection and hybridization of representative slides from a print run by dye-labeled random 9-mer oligonucleotides. The quality control images were acquired via the GenePix 4200AL scanner (Molecular Devices, CA, USA) at a 10 micron resolution and quantified with the Imagene 8.0 software suite. Oligonucleotide library management, printing of microarrays and quality control was performed by the Genome BC Microarray Platform (Vancouver, BC, Canada).

The array design details are available in the Gene Expression Omnibus (accession No. GPL15033). All of the transcript profiling data is also deposited in GEO (available upon acceptance of this manuscript for publication).

### Plant materials

The origin, genotypes and method of collection of each type of material are described in Table 6, except for details described here. All of the tissue samples were frozen in liquid nitrogen immediately after removal from the trees, the seed or tissue culture vessels, and stored at −80°C until further use.

•Vegetative Buds: Buds were collected from branches of several clonal replicates of 9-year-old trees of P. glauca regenerated from two genetically distinct somatic embryogenesis lines as described [37] during the mid-Spring when the buds were just beginning to grow. For each genotype, five biological samples each consisting of 6 buds (approximately 80 mg fresh weight) were used for analysis.

•Secondary xylem, phelloderm (including phloem), young needles of juvenile trees: Nursery planting stock (from open-pollinated seed lots) were obtained as 3-year-old seedlings of Picea glauca, Picea mariana, Picea abies, Picea Sitchensis, Pinus strobus, Pinus resinosa and Larix laricina, were transferred to 8-inch pots and grown in a greenhouse under natural light conditions. Sampling of tissues was timed with the ending of primary shoot elongation, i.e. after 6 to 8 weeks of growth, and was as described [22]. For each tissue type five biological samples were prepared by pooling 6 independent trees within each species. These materials were used for interspecific comparisons (all 6 species) and for the development of PiceaGenExpress (P. glauca only).

•Megagametophytes: Control-pollinated seed (cross C962856) were obtained from P. glauca tree (80112) described in [38], were surface-sterilized for 1 minute in 70% EtOH and 10 minutes in 3% Na-hypochlorite, washing the seeds with sterile water three times between and after treatments. The seeds were then immersed in 4°C sterile water for 24 hours and stratified at 4°C for 28 days. Next, the seeds were moved to 26°C on petri dishes with a moist paper and kept in the dark to start the germination process. After 4 hours of incubation the seeds were opened and the embryo was separated from the megagametophyte under a dissecting microscope. A total of 3 biological samples comprised of a single megagametophyte were used for analysis.

•Adventitious roots: Norway spruce (P. abies) seedlings were grown in the experimental nursery of Finnish Forest Research Institute for about one and a half years before sampling. They were grown in standard nursery growing media, light Sphagnum peat, and fertilized with mineral nutrients. Roots were washed under tap water to remove surrounding peat and approximately 1 cm of the root ends was collected for analysis. Between two and four biological samples comprised of several root ends were analyzed for each of eight different genotypes.

### RNA extraction, labelling and hybridization

Total RNA was extracted following Chang et al. [39] as described in Pavy et al. [22] for all of the sample types, except for megagametophytes where poly A + RNA was extracted directly by using polyT coated magnetic beads (Dynal). One μg of total RNA was amplified for each sample replicates, except for the megagametophyte samples where 10 ng of poly A + RNA was used, with the Amino Allyl MessageAmp II aRNA Amplification Kit (Applied Biosystems by Life Technologies, Carlsbad, CA, USA) according to manufacturer’s instructions. Five μg of amplified RNA (aRNA) was then labelled with Alexa Fluor 555 or 647 dyes (Invitrogen, Carlsbad, CA, USA) and purified as per the manufacturer’s instructions. Dye incorporation efficiency was determined by using a Nanodrop spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA) following the manufacturer’s instructions. Depending on the experiment, each microarray was hybridized with one labeled aRNA sample or two samples labelled with different dyes. The sample(s) to be hybridized to a microarray were mixed and the volume was reduced to ~10 μl by evaporating excess water in a DNA 120 speedvac (Thermo Fisher Scientific). Labelled aRNAs were fragmented for 15 minutes at 70°C using Ambion’s ”RNA Fragmentation Reagents“ (Applied Biosystems), placed on ice for 1 minute, denatured for 2 minutes at 95°C, put on ice for 2 min and resuspended in 120 μl hybridization buffer (50% formamide, 5X SSC, 0,1% SDS, 0,1 mg/mL Herring sperm DNA) preheated to 55°C. Samples were kept in a heating block at 50°C until hybridization.

Hybridizations were performed in HS400Pro hybridization stations (Tecan Group Ltd., Männedorf, Switzerland). The slides were heated at 80°C for 10 minutes, then washed once at 37°C with 0.5X SSC, 0.1% SDS for 20 seconds and once at 50°C with 2X SSC, 0.5% SDS for 20 seconds, and prehybridized for 1 hour at 65°C in 5X SSC, 0.1% SDS, 0.1 mg/ml BSA, 0.1 mg/ml Herring Sperm DNA. Next the slides were washed at 55°C with 2X SSC, 0.5% SDS for 1 minute with a 30 second soak and washed again at 45°C for 1 minute with the same solution. The resuspended labeled targets were injected into the chambers and hybridized for 16 hours at 45°C with sample agitation. The slides were then washed as follows: 2 times 1 minute 30 seconds at 45°C with 30 seconds soaking in 2X SSC, 0.5% SDS, 1 time 1 minute at 45°C in 2X SSC, 0.5% SDS, 2 times 1 minute 30 seconds at 45°C with 30 seconds soaking in 0.5X SSC, 0.1% SDS, 1 time 1 minute at 37°C with 20 seconds soaking in 0.5X SSC, 0.1% SDS, 1 time 1 minute at 23°C with 20 seconds soaking in 0.5X SSC, 0.1% SDS, 1 time 1 minute 30 seconds at 23°C with 30 seconds soaking in 0.1X SSC, 1 time 30 seconds at 23°C in 0.1X SSC and 2 times 30 seconds at 23°C in milliQ filtered water. Finally slides were dried for 2 minutes 30 seconds with nitrogen gaz. Slide scanning and image processing were performed as described in Table 6.

### Microarray data processing and analysis

A procedure was developed to process and analyze microarray intensity data from single dyes, as opposed to fold change methods routinely used for spotted arrays. Data analyses were performed using customized scripts for R and Bioconductor (http://www.r-project.org and http://www.bioconductor.org). Spots that were flagged as presenting abnormal morphology during the image processing were replaced by mean value of the remaining spots of the same probe from the other slides from the same sample type. Background intensities were subtracted from the foreground intensities. Background-subtracted data were log2-transformed and normalized using quantile correction approach.

A filtering step was applied to select positive genes to be used for further analysis. The mean intensity of spots containing buffer only was calculated for each row of sub-grids, and was taken as the minimum intensity of probes for that subgrid. A probe was called positive (detected above background) when its signal intensity was above the buffer intensity on at least 50% of slides within a given sample type. When determining differential expression, positive probes were probes that were detected according to this criterion in at least one of the tissues (e.g. phelloderm and xylem juvenile). Mean probe intensity was determined for genes represented by more than one positive probe. All microarray experiment data has been submitted to the Gene Expression Omnibus (GEO) under accession numbers GSE35624, GSE35847 and GSE35922.

Statistical testing for differential gene expression used the linear modeling approach and the empirical Bayes statistics [40]; the p-values were adjusted for multiple testing according to Benjamini and Hochberg [41]. Differential genes were those meeting an adjusted p-value ≤0.01, unless stated otherwise.

### The PiceaGenExpress database

The PiceaGenExpress database was developed from transcript profiles obtained for eight different tissue types coming from five independent experiments (see Table 6). For this, the average signal intensity was determined from all of the slides available for a sample type. The genes were then ranked based on their average signal intensities within a tissue type and equally divided into 10 separate classes according to their signal intensity. Genes from class 1 or class 10 were the 10% with lowest and highest signal intensities, respectively (for the number of genes per class in each type, see Additional file 6: Table S2 and Additional file 8: Figure S5). Functional annotations were based on the matches with Arabidopsis proteins (TAIR 9 release) with E-value <1e-10 and on the detection of Pfam domains as described [13]. PiceaGenExpress is made available as a flat file (Additional file 5: Table S1), which may be uploaded to any type of data processing or spreadsheet platform.

Agglomerative hierarchical clustering with the complete linkage method was performed using hclust function in R [42] on the expression levels for two gene families, i.e. dehydrins and LEA proteins. This approach used a similarity matrix based on Euclidean distance. A smaller distance means that two genes or clusters have more similar expression levels in the tissues analyzed. First, the clustering analysis placed each gene into its own singleton group or cluster. Second, the closest clusters were iteratively joined together until all genes were merged into a single cluster based upon similarity/distance measures between clusters. Dendrograms showing clusters of genes were drawn (Additional file 9: Figure S6).

### RNA-Seq data processing and analysis

Two composite samples were analysed by RNA- Sequencing for validation and comparison to MA results. Samples were prepared by combining equal molar amounts of the P. glauca RNAs isolated from secondary xylem (juvenile trees) and phelloderm. These samples were also used in the MA profiling of each of the tissues. RNA-Sequencing, filtering of quality reads and mapping of reads onto the cDNA clusters were described [13]. The number of sequences matching each cDNA cluster was normalized by transforming the data to the number of reads per kilobase of exon model per million mapped reads (RPKM) following the method of Mortazavi et al. [24]. Unless specified otherwise, an RPKM >1 was used as a minimum threshold of detection for RNA-Seq. Differential expression of genes was determined by using the Chi-squared test corrected for multiple testing according to Benjamini and Hochberg [41].

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

PR, BB, JB and JM participated in the microarray design; ER, BB, SC, CB, JM designed experiments; ER, SC, J-PV, IG prepared samples, extracted RNAs, and carried out hybridizations and data acquisition; ER, PR, P-LP, J-PV developed data analyses procedures and analysed the test array; ER and SC created the PiceaGenExpress database; SC submitted microarray design and data to public databases; ER, SC and JM drafted the manuscript. All of the authors approved the manuscript.

## Supplementary Material

Additional file 1 Additional material Experimental tests of optimal oligonucleotide design and manufacture methods. Click here for file

Additional file 2 **Figure S1.** Effect of SNPs on hybridization signal intensities and differential expression ratios. Hybridization data were based on five biological replications of each white spruce tissue tested, and two technical replicates (dye swaps) were used for each sample. Each data point represents the mean value for the five biological replicates. For probe intensities (A, C, E), the data are based on hybridizations with total RNA from secondary xylem; each point represents the mean value data for Alexa Fluor 555 (green) or Alexa Fluor 647 (red). The ratios (B, D, F) were obtained from pair-wise comparisons of secondary xylem and young needles; each dot represents the mean ratio obtained from the dye-swaps of all five biological replicates. Click here for file

Additional file 3 **Figure S2.** Comparison of differential expression results from a cDNA microarray and the test oligonucleotide microarray. Hybridization data were based on five biological replications of each white spruce tissue tested, and two technical replicates (dye swaps) were used for each sample. Tissue preferential expression was determined as described (Pavy et al. 2008) for secondary xylem and young needles. The outcomes of the two types of arrays were compared by assessing the presence or absence of statistically significant tissue preference. Click here for file

Additional file 4 **Figure S3.** Interspecific comparison of hybridization intensities in the phelloderm. A-F: Pair-wise comparison of white spruce and six other species based on the number of shared positive probes indicated in the plots. The squared correlation coefficients (r^2^) are as follows 0.83 (A), 0.84 (B), 0.90 (C), 0.18 (D), 0.30 (E) and 0.18 (F). G: Analysis of signal intensity variation between species; the fold change (FC) was determined from the average normalized signal intensities (log2 scale). An FC of 1 or −1 represents a two-fold signal increase or decrease, respectively. Click here for file

Additional file 5 **Table S1**. PiceaGenExpress transcript profiles. Click here for file

Additional file 6 **Table S2**. Summary statistics of Picea Gen Express transcript profiles. Click here for file

Additional file 7 **Figure S4.** Hybridization signal intensities of genes in each of the 10 expression classes in each tissue in PiceaGenExpress transcript profiles. Vegetative buds (A), megagametophytes (B), xylem from mature trees (C), phelloderm from juvenile trees (D), xylem from juvenile trees (E), embryogenic cells (F), needles (G) and roots (H). RPKM values from RNA-sequencing of phelloderm (I) and xylem (J) of juvenile trees are also presented. Click here for file

Additional file 8 **Figure S5.** Expression classes and numbers of tissue of annotated and non annotated sequences. A-E: Number of annotated and non annotated sequences per expression class for embryogenic cells (A), megagametophytes (B), xylem from mature trees (C), phelloderm (D) and vegetative buds (E). F: Number of tissues in which each annotated and non-annotated sequence was detected. Frequency, number of genes in a given intensity class or detected in a given number of tissues types. Click here for file

Additional file 9 **Figure S6.** Hierarchical clustering dendrograms of gene expression within two osmotic regulation protein families: A) dehydrins, and B) late embryogenesis abundant (LEA) proteins. Each leaf node of the dendrograms corresponds to an individual gene, and each node (horizontal line) represents a gene cluster. A gene cluster is composed of individual genes or existing gene cluster with the fusion point. Each gene cluster was placed at a height level as shown on the vertical axis. Height values refer to the similarity/distance measures between genes and gene clusters. Click here for file

# Supplementary material for: Transcriptome profiling in conifers and the PiceaGenExpress database show patterns of diversification within gene families and interspecific conservation in vascular gene expression
**Source:** BMC Genomics. 2012 Aug 29;13:434. doi: 10.1186/1471-2164-13-434

A. Impact of 1 Mismatch on Intensities

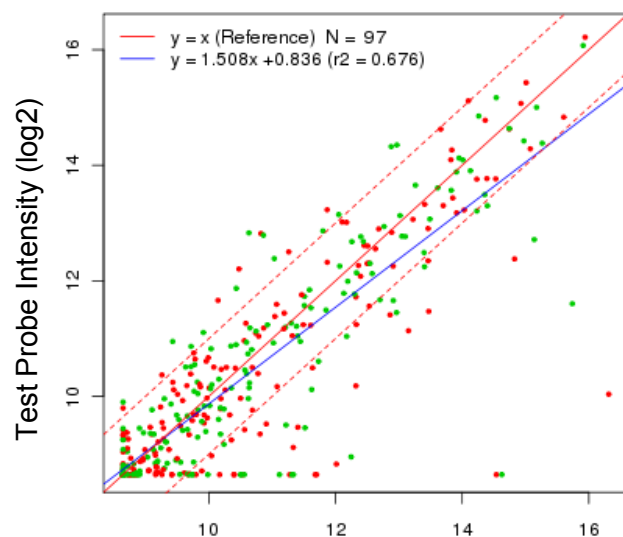

B. Impact of 1 Mismatch on Ratios

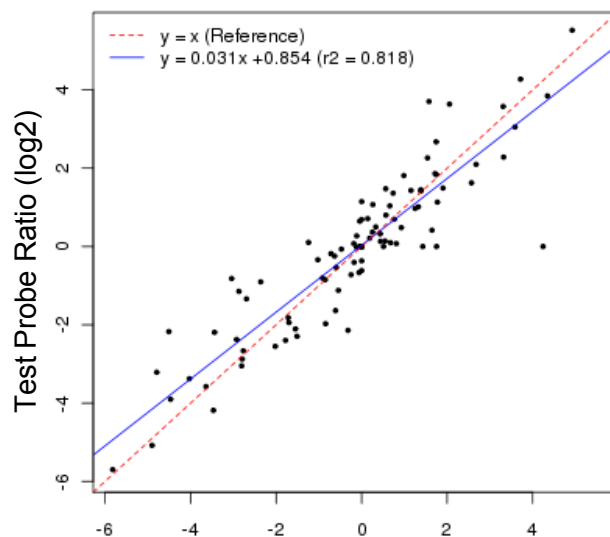

C. Impact of 3 Mismatches on Intensities

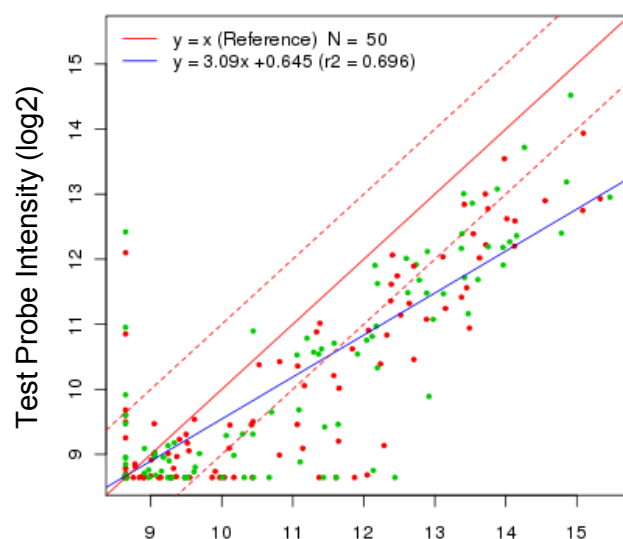

D. Impact of 3 Mismatches on Ratios

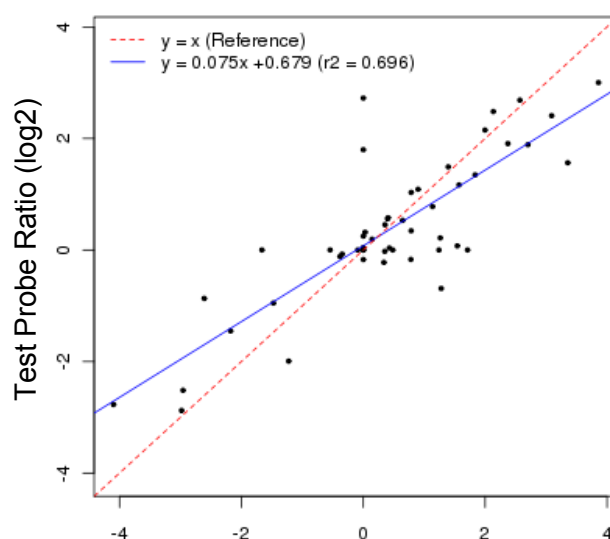

E. Impact of 7 Mismatches on Intensities

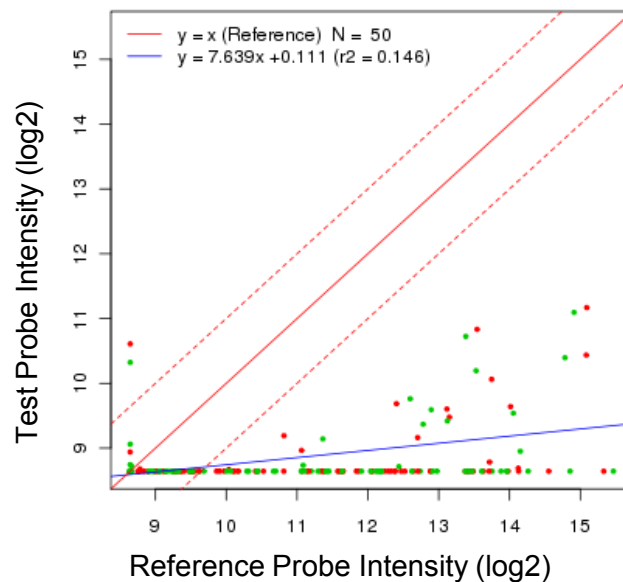

F. Impact of 7 Mismatches on Ratios

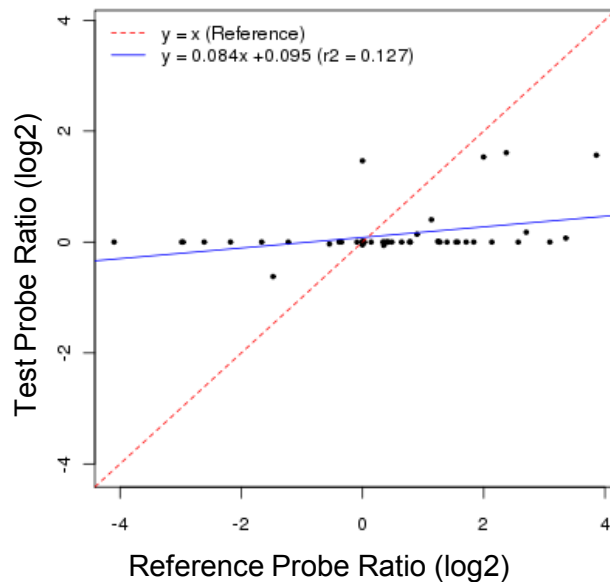

**Supplement:** Additional file 2 — Figure S1. Effect of SNPs on hybridization signal intensities and differential expression ratios. Hybridization data were based on five biological replications of each white spruce tissue tested, and two technical replicates (dye swaps) were used for each sample. Each data point represents the mean value for the five biological replicates. For probe intensities (A, C, E), the data are based on hybridizations with total RNA from secondary xylem; each point represents the mean value data for Alexa Fluor 555 (green) or Alexa Fluor 647 (red). The ratios (B, D, F) were obtained from pair-wise comparisons of secondary xylem and young needles; each dot represents the mean ratio obtained from the dye-swaps of all five biological replicates.

How the deposited data were processed for this re-analysis (not part of the article)

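Xylem and phelloderm of 7 conifer species were hybridized to 142 slides of a single-colour microarray, 1 labelled sample per slide. Slides belong to batch KB001 (72 slides) or batch JB001 (70 slides), which were read with different scanners and image programs. P. glauca is on both batches, P. sitchensis on JB001 alone and the other 5 species on KB001 alone. In batch KB001, the P. glauca, P. mariana and P. abies slides came from morning (4 slides per tissue) and afternoon (4 slides per tissue) collections, and all other slides from morning collections. The labels give species, tissue, collection time, batch and replicate number, and slides served as replicates.

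The deposited scanner files hold the intensity of each of 34992 spots and of its local background, with a mark on spots flagged during image processing. The deposited processed table holds log2 values, for which the authors replaced flagged spots, subtracted the background and applied quantile normalization, batch by batch. Rank correlations were used to check that table against the scanner signals. All 70 processed columns of batch JB001 were closest to the scanner signals of the slide with their own label. None of the 72 columns of batch KB001 was, and over unflagged spots all 72 were closest to the signals of the next sample in the list. Flagged spots of these columns had a median correlation of 0.987 with the mean over all slides of the batch and 0.904 with the mean of their sample type. The scanner signals were therefore the main source, and the processed table was used only as an alternative, with its labels as given.

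Signals were processed as the paper's methods describe. A flagged spot took the mean of the unflagged spots of the same probe on the other slides of the species, tissue and batch. In all, 659284 spots were replaced, and 5.31% of the flagged spots stayed as measured because the probe was flagged on all slides of the sample type. The local background was subtracted, values of 0 or less were set below the smallest positive value of the slide, and the log2 values were quantile normalized over the slides of each fit. The level of the buffer spots (370 per slide) was averaged for each of 12 rows of sub-grids. A probe was detected in a sample type when it was above that level on at least 50% of its slides. All 32144 probes were used one by one, because the probe-to-gene assignment was not used here.

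Linear models with empirical Bayes statistics were fitted with limma 3.58.1 in R 4.3.3, with data.table 1.17.8, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.01. Tissues were compared within a species and batch, and species with P. glauca within a batch and tissue. Differences in tissue effect between species were tested with an interaction term. Morning and afternoon slides were compared with a term for tissue. The named probes are those with the largest fold change in each direction in P. glauca among probes called in one direction in all 3 spruces, a rule set before the data were examined, and of its 10 probes per direction the text names the first 2. Correlations run across probes.

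The model was tested on simulated slides, with independent normal noise around the mean of each probe, at its within-tissue SD on the real slides. In these, 100 probes were changed 2-fold and 100 were changed 8-fold. These sizes were chosen after a first run with other sizes. Of the 8-fold changes, 67% were recovered in P. abies, 64% in Pinus strobus, 28% in Pinus resinosa and 0% in Larix laricina. For each count, the slides were also regrouped at random, with flagged spots replaced anew within each regrouping. No pair of slides was identical, and the highest rank correlation between slides was 0.968.

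Alternatives set before the data were examined changed the background correction, the normalization between slides, the handling of flagged spots, the detection limit, the probes tested, the thresholds, the slides used, the replicate block and the source of the values. Leaving flagged spots out, subtracting the buffer signal as well, averaging buffer spots on the linear scale and leaving out slides that stood apart were added after the data were seen. The spread against which differences between expression classes were judged was changed after a first run, to the SD between slides before normalization; with the SD after normalization more alternatives would count as changed. Gene means, gene lists, annotation classes and the share of non-annotated genes were not analysed here. RNA-Seq data and the other sample types of the database were not analysed here.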

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

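The tests of pines and larch by probe brightness, of the share of probes at or above P. glauca, of the Pinus resinosa slide and of regrouped slides were chosen only after the result was seen.

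Slides far from the rest of their group were sought in 34 sets of slide values, of which 11 held one, where chance gives about 1.7. The slide labelled Pinus resinosa xylem replicate 3 had a correlation of 0.459 with the mean of its group's other slides, against 0.761 for the next slide. Larix laricina phelloderm replicate 3 had 0.632, against 0.776. P. glauca phelloderm replicate 8 of batch KB001 had 0.426, against 0.716. P. abies xylem replicate 5 had 0.783, against 0.875. P. abies phelloderm replicate 5 had 0.635, against 0.813, an r² with P. glauca of 0.408, against 0.633, and 22.0% of flagged probes, against 9.75%. P. mariana xylem replicate 8 had 0.613, against 0.875, and an r² with P. glauca of 0.495, against 0.754. The group mean closest to that slide was P. glauca phelloderm, at 0.643. P. mariana phelloderm replicate 6 had 67.6% of flagged probes, against 30.4% for the next slide.

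The effect of tissue differed from that in P. glauca for 304 probes in P. mariana and 4208 in P. sitchensis, by limma's interaction term. Of 100 regroupings of the P. mariana and P. glauca slides between species, 3 gave as many, the real one included, with 482 as the highest other. That share is under 0.05, but a regrouping exceeded the real count, so chance was not excluded. For P. sitchensis 1 of 100 regroupings gave as many, the real one, with 11 as the highest other.

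Results the paper does not report include tissue differences in P. abies, with 5820 probes called, against 2464 in the highest other of 100 regroupings. They also include differences between morning and afternoon slides, for 9 probes in P. glauca, 12 in P. mariana and 44 in P. abies. The highest other regrouping gave 1, 0 and 11 probes, so a random grouping of independent slides was excluded for each of the 4 counts. Which slides share a pool of trees is not given, so regrouping cannot separate collection time from a difference between pools.

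Pines and larch had signals at or above those of P. glauca for most shared probes. Without normalization between slides, the share of probes at or above P. glauca in phelloderm was 60.9% to 62.1%. It was over 50% by more than the SD between single slides in 3 of 3 comparisons. Single slides fell to 48.9% in Pinus resinosa, whose group holds a slide unlike the rest. They stayed at 59.7% or more in Pinus strobus and 58.7% or more in Larix laricina. These are single slides against the P. glauca mean. With the species mean against single P. glauca slides, the lowest share was 50.8% in Pinus strobus, 51.3% in Larix laricina and 47.5% in Pinus resinosa. The SD between P. glauca slides was 5.62, 5.54 and 6.99 percentage points, in the same order. That argues against quantile normalization as the cause in phelloderm of Pinus strobus and Larix laricina, but narrowly on some P. glauca slides. Flagged spots were still replaced in this test. As measured, the median background-subtracted signal was 134 in Pinus strobus, 155 in Pinus resinosa and 134 in Larix laricina, against 162 in P. glauca. In xylem the share at or above P. glauca was 50.1% in Pinus strobus, 52.6% in Pinus resinosa and 29.5% in Larix laricina. It was over 50% by more than the SD between single slides in 0 of 3, so normalization stays open in xylem. In Larix laricina the share was below 50% by more than that SD, which was 10.6 percentage points for its slides and 7.75 for P. glauca slides. There the pattern was seen only in signals normalized between slides. The test set before, over 50% of the probes at least 2-fold lower (1 of 6), asked for more than this explanation needs. With flagged spots left out, 0 of 6 had over 50% of the probes at least 2-fold lower. The share at or above P. glauca was then 57.1% to 58.7%, over 50% in 6 of 6. The pattern in normalized signals thus did not need the replacement of flagged spots. These slides still had one distribution, which holds the centre of the differences, so replacement stays open for signals without normalization. Among the brightest of 4 equal groups of probes the median was below P. glauca in 6 of 6, so background on dim probes cannot be told apart from the effect of giving loosely correlated slides one distribution, and how transcripts of each species bind these probes was not tested and stays open too.

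The slide labelled Pinus resinosa phelloderm replicate 3 was unlike its group, with a correlation of 0.581 against 0.769 for the next slide. Poor hybridization would leave it unlike every group, but it correlated at 0.914 with the P. mariana xylem mean, and its share of flagged probes was 24.7%, within the 16.6% to 49.7% of the other slides. Its correlation with P. mariana xylem exceeded that with its own group by 0.332, which may point to a wrong label or to spruce RNA on that slide. A single wrong label and spruce RNA cannot be separated by these values, and no biological explanation was tested.

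Tissue differences of P. glauca were smaller on batch JB001 than on batch KB001, with a median absolute log2 fold change of 1.07 against 2.00 over 4717 probes called on both. Without normalization between slides 5.63% of the gap was closed, which argues against quantile normalization as the cause. Over probes whose dimmer tissue was at least 4-fold above the buffer spots on JB001, the ratio of the folds was 0.828, and over all probes it was 0.534, so signal left after background subtraction may shrink the folds of dim probes. Subtracting the buffer signal as well gave a ratio of 1.53, beyond equality, and the normexp background correction gave 0.933, so the first of these, by a reading chosen after its value was seen, does not decide between an undercorrected and an overcorrected background. The batches differ in scanner and image program too, and no biological explanation was tested.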

How the results depend on the processing

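Leaving flagged spots out, subtracting the buffer signal and leaving out single spruce slides were chosen only after the result was seen. Signals limit these results: the median probe was 1.23 to 1.42 times as bright as the buffer spots on batch JB001 and 1.29 to 1.44 times in the pines and larch. Under alternatives set before the data were examined, 563 values that answer a comparison stayed within the limits set for a change and 182 did not, and 44 values of single probes stayed. For the later alternatives 25 did not. None of these values changed sign, but most are counts, shares or r², which cannot. The single probes were the ones named in the text, chosen for the largest fold changes. The values do not include which tissue had more DE probes or the share at or above P. glauca, and both turned in some comparisons. Except where a value shows it, the cause was not tested.

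With the normexp background correction, 1160 probes were DE in Larix laricina, 21 changed with collection time in P. mariana, and 500 differed in tissue effect between P. mariana and P. glauca. Expression classes 1 and 10 lay 5.82 apart in xylem and 5.87 in phelloderm. The fold change correlation was 0.932 between P. glauca and P. mariana and 0.919 between P. sitchensis and P. mariana. The share within 2-fold of P. glauca was 93.3% and 92.5% in P. mariana xylem and phelloderm, 92.5% and 92.6% in P. abies, and 94.6% in P. sitchensis phelloderm. The share at least 2-fold lower was 19.9% and 21.0% in Pinus strobus, 19.5% and 16.9% in Pinus resinosa, and 18.5% and 20.3% in Larix laricina.

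Without normalization between slides, DE probes numbered 12037 in P. abies, 7410 in P. sitchensis, 4086 in Pinus resinosa, 2715 in Larix laricina and 2844 in all 3 spruces. Fold change correlations were 0.957, 0.917 and 0.901 (P. glauca with P. sitchensis, P. glauca with P. mariana, P. sitchensis with P. mariana). Probes that differ from P. glauca numbered 6705 in P. mariana phelloderm, 2570 in P. sitchensis xylem and 2428 in its phelloderm. The r² of Larix laricina phelloderm was 0.263. The share at least 2-fold lower was 50.4% and 25.1% in Larix laricina xylem and phelloderm, 33.0% in Pinus resinosa xylem, and 33.9% and 25.9% in Pinus strobus xylem and phelloderm. Within 2-fold were 71.0% in P. mariana phelloderm and 95.6% in P. sitchensis phelloderm. The share of DE probes higher in xylem moved from 47.3% to 16.0% in P. glauca, from 46.1% to 88.5% in P. abies, from 48.7% to 36.8% in Pinus strobus and from 60.0% to 10.8% in Larix laricina. It was 61.5% in P. glauca with median scaling and 46.5% in Larix laricina with normexp.

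With slides scaled to one median, the correlations were 0.885 (P. glauca with P. mariana) and 0.870 (P. sitchensis with P. mariana), and the r² of Larix laricina phelloderm was 0.263. The share at least 2-fold lower was 24.9% and 23.7% in Pinus strobus, 25.8% and 19.1% in Pinus resinosa, and 25.4% and 24.2% in Larix laricina. Normalization over the whole batch gave 28.1% in Pinus strobus xylem.

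In the authors' processed values, whose KB001 columns do not match the scanner signals of their labels, limma called 0 DE probes in P. mariana, P. abies, Pinus strobus and Pinus resinosa, 1 in Larix laricina and 0 in all 3 spruces (824 to 5150 at an unadjusted p under 0.05). It called 0 probes for collection time in each species (768 to 1173 unadjusted), 0 for the tissue effect of P. mariana against P. glauca (1417 unadjusted) and 0 between P. glauca and each other species of batch KB001 in either tissue (472 to 2959 unadjusted). The r² was 0.728 and 0.933 in Pinus strobus xylem and phelloderm, 0.831 and 0.890 in Pinus resinosa, and 0.871 and 0.919 in Larix laricina. The share at least 2-fold lower was 19.0% and 5.65%, 15.0% and 10.8%, and 11.5% and 7.88%, in the same order. Within 2-fold were 87.8% in P. abies xylem and 90.2% in its phelloderm.

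With flagged spots kept as measured, DE probes numbered 4388 in P. mariana, 76 in Pinus strobus, 2 in Pinus resinosa and 19 in Larix laricina. One tissue preference was shared by 99.5%, and correlations were 0.890 (P. glauca with P. mariana) and 0.873 (P. sitchensis with P. mariana). Probes that differ from P. glauca numbered 886 and 549 in P. mariana xylem and phelloderm, 1164 and 207 in P. abies, 11066 and 1411 in Pinus resinosa, 6016 in Pinus strobus phelloderm and 5720 in Larix laricina phelloderm. The r² was 0.273 in Pinus strobus phelloderm and 0.269 in Larix laricina phelloderm. The share lower was 28.5% and 28.6% in Pinus strobus xylem and phelloderm, and within 2-fold were 78.8% in P. mariana phelloderm.

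With flagged spots left out, DE probes numbered 3703 in P. abies, 3813 in P. mariana, 2924 in all 3 spruces, 2 in Pinus resinosa, and 0 in Pinus strobus and Larix laricina (limma; 1299 and 1480 at an unadjusted p under 0.05). One preference was shared by 99.5%, and correlations were 0.895 and 0.878 (P. glauca and P. sitchensis with P. mariana). Probes that differ from P. glauca numbered 557 and 501 in P. mariana xylem and phelloderm, 578 and 247 in P. abies, 9304 and 5253 in Pinus strobus, 7472 and 1457 in Pinus resinosa, and 9262 and 5379 in Larix laricina. With the buffer signal subtracted, 379 probes were DE in Larix laricina, and correlations were 0.955, 0.913 and 0.910 between the 3 spruces and 0.925 between the P. glauca batches.

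At an adjusted p of 0.05, DE probes numbered 10557 in Pinus strobus, 4271 in Pinus resinosa and 2254 in Larix laricina, and 27, 36 and 85 probes changed with collection time in P. glauca, P. mariana and P. abies. One preference was shared by 98.4%, with correlations of 0.861 and 0.840 with P. mariana. With a log2 fold change of 0.5, P. glauca had 7320 DE probes, 99.3% with one preference, and correlations with P. mariana of 0.912 and 0.896. With a log2 fold change of 1, DE probes numbered 3557 in P. glauca, 4284 in P. sitchensis and 1993 in all 3, with 99.7% in one preference and correlations of 0.967, 0.932 and 0.921.

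Whether replicate numbers pair the slides of the tissues is not clear. Slides of one number had a median correlation of 0.164 in P. glauca, 0.153 in P. sitchensis and -0.00871 in P. mariana, against -0.0252, -0.0223 and 0.000856 for other pairs, and 12 of 20, 10 of 15 and 2 of 8 were over 0.1. As a block the numbers gave 2189 DE probes in Pinus strobus, 333 in Pinus resinosa and 56 in Larix laricina, and a correlation of 0.885 between P. glauca and P. mariana. Morning slides only, which are fewer, gave 1504 in P. abies, 3846 in P. mariana and 2891 in all 3, with 99.3% in one preference and a correlation of 0.885. P. glauca slides of batch KB001 gave 5971 DE probes, 99.4% in one preference, and correlations of 0.958 with P. mariana and 0.866 with P. sitchensis. Both P. glauca batches with the batch as a block gave 0.932 and 0.931. With 8 slides per tissue drawn, P. glauca had 7300, 99.5% shared one preference, and correlations were 0.955, 0.901 and 0.884. With probes positive on every slide of a tissue they were 0.901 and 0.882 with P. mariana.

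Above the buffer mean plus 2 SD, 19007 probes were detected in P. glauca xylem, 19069 in P. sitchensis xylem, and 11902 and 15981 in P. mariana xylem and phelloderm. With morning P. glauca slides only, probes that differ from P. glauca numbered 1022 and 1203 in P. mariana xylem and phelloderm, 1618 and 325 in P. abies, 3710 in Pinus resinosa phelloderm and 8765 in Larix laricina xylem. The share lower was 27.0% in Pinus strobus xylem, and within 2-fold were 79.3% in P. mariana phelloderm. With all probes, the r² was 0.356 and 0.301 in Pinus strobus xylem and phelloderm and 0.372 and 0.318 in Larix laricina, and the share lower was 28.2% in Pinus strobus xylem and 30.1% in Pinus resinosa xylem.

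Leaving out one slide at a time, DE probes ranged from 272 to 1003 in Larix laricina, from 861 to 4351 in Pinus resinosa and from 4611 to 6758 in Pinus strobus. The r² ranged from 0.239 to 0.255 in Larix laricina phelloderm and from 0.268 to 0.480 in Pinus resinosa phelloderm, where 5098 to 13610 probes differed from P. glauca. The share lower ranged from 27.4% to 28.1% in Pinus strobus xylem, 27.8% to 28.7% in Pinus resinosa xylem, 23.7% to 28.6% in Pinus resinosa phelloderm and 25.5% to 27.7% in Larix laricina xylem. Without P. glauca phelloderm replicate 8, 84.3% were within 2-fold in P. mariana phelloderm. Gene means against probes, gene lists and annotation classes were not run.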

Differences from the paper's values

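Alternatives named here were set before the data were examined, and counts here are of probes where the paper counts genes.

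For Pinus resinosa phelloderm the r² with P. glauca was 0.453, and the paper's value is 0.30. With the normexp background correction (0.448), flagged spots kept (0.430), morning P. glauca slides only (0.441) or without phelloderm replicate 3 (0.268), the value fell within the limits set for a difference. It did not without normalization or with median scaling (0.463 each), with the authors' processed values (0.890), with normalization over the whole batch (0.454), with all probes (0.511), or without replicate 1, 2 or 4 (0.471, 0.470 and 0.480). The main value lay just outside the limits, and 0.448, 0.430 and 0.441 differ little from it. Only leaving out replicate 3 moved it clearly toward the paper's value.

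In the 3 spruces, 28696 to 31909 probes were detected in xylem and 29071 to 31919 in phelloderm, and the paper's ranges are 13,744 to 14,513 and 14,990 to 15,697 genes. In P. glauca 28938 probes were detected in xylem and 30124 in phelloderm, and the paper's Table 6 gives 13,807 and 15,803 genes. With the buffer mean plus 2 SD as the limit, each of these 6 values fell within the limits, at 11902 to 19069 in xylem, 15981 to 21294 in phelloderm, and 19007 and 21294 in P. glauca. With the other 8 alternatives none did. Above the buffer mean plus 2 SD, the xylem counts still differed more between species than in the paper, from 11902 in P. mariana to 19069 in P. sitchensis.

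The lowest share of probes with a signal at least 2-fold below P. glauca among the pines and larch was 27.4% in xylem, and the paper's value is 17%, for which that sentence names no threshold. It fell within the limits with normexp (18.5%), median scaling (24.9%) and the authors' processed values (11.5%). It did not without normalization (33.0%), with flagged spots kept (27.7%), normalization over the whole batch (27.3%), all probes (28.1%) or morning P. glauca slides only (27.0%).

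The number of probes positive in both species in xylem was 31783 for P. mariana, 31794 for P. abies, 27608 for P. sitchensis, 31496 for Pinus strobus, 30965 for Pinus resinosa and 31228 for Larix laricina. The paper's numbers are about 15000, about 15000, about 17000, about 11000, about 12000 and about 12000 in Fig. 1, read by eye. None of the alternatives run for these counts fell within the limits. The buffer mean plus 2 SD was not among them.

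The paper states that the pines and larch diverged more from P. glauca, the number of common positive probes being one sign of it. Here each of these 3 species had fewer than P. mariana and P. abies, and each had more than P. sitchensis, which was on the other batch.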

Other observations

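The tests of regrouped slides and of the processed table were chosen only after the result was seen.

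Xylem and phelloderm of P. abies, which the paper compares only between species, differed for 5820 probes (limma), 2683 of them higher in xylem and 3137 higher in phelloderm. The median fold of these probes was 3.99. Without normalization between slides the median of all probes moved to 1.02 on the log2 scale, and 10650 probes were higher in xylem and 1387 in phelloderm. Of the 3557 probes that differed at least 2-fold in P. glauca on batch JB001, 95.8% had the same direction in P. abies and 96.6% in P. mariana (permutation test over 100 splits, p = 0.01, the smallest they can give), with 93.8% and 93.2% as the highest of the other splits.

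The same probes were followed in the pines and larch. The share with the P. glauca direction was 65.0% in Pinus strobus and 67.3% in Larix laricina (exact permutation test over 35 splits, p = 0.0286, the smallest they can give), with 62.3% and 65.3% as the highest of the other splits. In Pinus resinosa it was 56.5% (exact permutation test, p = 0.686), and 64.3% without phelloderm replicate 3 (exact permutation test, p = 0.0571). Whether these shares differ from those of the spruces was not tested.

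Some probes changed between morning and afternoon in more than one spruce. At an adjusted p of at most 0.01 from limma, 8 probes were called in at least 2 of the 3 species, 7 of them higher in the afternoon in each and 1 higher in the morning, where independent lists would share 0.0324. Their median fold was 12.4, and 1 probe was called in all 3 species. At 0.05 there were 26, of which 22 were higher in the afternoon. Across all probes the afternoon effects had a Pearson r of 0.155 between P. glauca and P. mariana, 0.172 between P. glauca and P. abies and 0.0307 between P. mariana and P. abies (Spearman rho 0.158, 0.175 and -0.0505, in the same order). Probes are not independent replicates.

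Tissue differences called by limma numbered 6441 in Pinus strobus, 1876 in Pinus resinosa and 738 in Larix laricina. Chance was not excluded for these: 3, 26 and 3 of 35 splits gave as many, the real one included, with 6870, 4862 and 879 as the highest other. Flagged spots were replaced anew within each split, and with them kept as measured the real split gave 76, 2 and 19 probes. A structure of the slides was not tested. For the spruces 1 of 100 regroupings gave as many, with 14 as the highest other against 12118 in P. glauca, 10 against 12868 in P. sitchensis and 1257 against 6942 in P. mariana. A random grouping of independent slides was thus excluded for these counts. For probes called in all 3 the highest other was 1 against 4455. Regrouped lists were too short to overlap, so this does not test sharing between species. Independent lists of the real lengths would share 1174.

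For the counts of probes that differ from P. glauca, 1 of 100 regroupings gave as many in each comparison, the real one. In xylem the highest other counts were 653 in P. mariana, 716 in P. abies, 18 in P. sitchensis, 11842 in Pinus strobus, 11250 in Pinus resinosa and 6608 in Larix laricina. In phelloderm 1975, 1011, 6700, 15722, 8029 and 13725 probes differed, in the same order of species, with 813, 243, 6, 11321, 6294 and 11767 as the highest other counts. With flagged spots left out, some real counts came near or below these, at 247 in P. abies phelloderm and 578 in its xylem. Others stayed above, such as 9262 in Larix laricina xylem. Regroupings were not run in that setting. A random grouping of independent slides was thus excluded only with flagged spots replaced. Pools of trees were not separated from species, nor was collection time in the pines and larch.

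Processed columns of batch KB001 did not group by species and tissue, and 6 of 72 had their closest other column in their own group. Over unflagged spots their median rank correlation with the scanner signals of the next sample was 1.00. Of the scanner signals 59 of 72 were closest to a slide of their own group, which argues against wrong labels of the scanner signals as the cause, and a shift of the columns by one sample may account for the pattern.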
